# Comprehensive phenotyping and transcriptome profiling to study nanotoxicity in *C. elegans*

**DOI:** 10.7717/peerj.8684

**Published:** 2020-02-27

**Authors:** Charles Viau, Orçun Haçariz, Farial Karimian, Jianguo Xia

**Keywords:** *C. elegans*, Ag, SiO2, Nanoparticles, Locomotion Velocity, Growth Inhibition, Reproduction, Neurotoxicity, RNAseq

## Abstract

Engineered nanoparticles are used at an increasing rate in both industry and medicine without fully understanding their impact on health and environment. The nematode *Caenorhabditis elegans* is a suitable model to study the toxic effects of nanoparticles as it is amenable to comprehensive phenotyping, such as locomotion, growth, neurotoxicity and reproduction. In this study, we systematically evaluated the effects of silver (Ag) and five metal oxide nanoparticles: SiO_2_, CeO_2_, CuO, Al_2_O_3_ and TiO_2_. The results showed that Ag and SiO_2_ exposures had the most toxic effects on locomotion velocity, growth and reproduction, whereas CeO_2_, Al_2_O_3_ and CuO exposures were mostly neurotoxic. We further performed RNAseq to compare the gene expression profiles underlying Ag and SiO_2_toxicities. Gene set enrichment analyses revealed that exposures to Ag and SiO_2_consistently downregulated several biological processes (regulations in locomotion, reproductive process and cell growth) and pathways (neuroactive ligand-receptor interaction, wnt and MAPK signaling, etc.), with opposite effects on genes involved in innate immunity. Our results contribute to mechanistic insights into toxicity of Ag and SiO_2_ nanoparticles and demonstrated that *C. elegans* as a valuable model for nanotoxicity assessment.

## Introduction

The use of engineered nanoparticles has increased enormously over the last decade, and the nanotechnology industry has grown from a 10-billion-dollar enterprise in 2012 to being valued over one trillion dollars in 2015 (Gao et al., 2011). However, the potential impacts of these nanoparticles on environment and animals have not been fully characterized and further research is warranted. Nanoparticles are defined as particulate matter ranging from 1 to 100 nm in size with properties not exhibited by their larger bulk counterparts (Khanna et al., 2015; Capco & Chen, 2014; Maynard, 2011; Djurišić et al., 2015). The reactivity of nanoparticles depends on their size, charge, dose as well as the chemical composition of their coating (Medina et al., 2007). For instance, the surface area of smaller nanoparticles is larger compared to their larger counterparts, meaning they are more reactive and hence have a larger propensity of being toxic (Oberdörster, 2010).

*Caenorhabditis elegans* is a free-living soil nematode reaching approximately one millimeter in length in adult stage and has a relatively simple life cycle that can be grown on solid (i.e., nematode growth medium, NGM) or liquid media (i.e., S-medium) (Brenner, 1974; Lewis & Fleming, 1995). The small size and relatively cheap maintenance cycle of *C. elegans* make the nematode very amenable for various phenotype screening. *C. elegans* has been well-established as an *in vivo* model for testing the effects of heavy metals and novel anthelminthics (Kaletta & Hengartner, 2006; Ruiz-Lancheros et al., 2011). In terms of conservation of genes and biological pathways with humans, *C*. *elegans* shares 60 to 80% gene homology and possesses 12 of the 17 known signal transduction pathways (Kaletta & Hengartner, 2006; National Research Council, 2000).

To validate our use of *C. elegans* as a model for nanotoxicity, as this bacterivore worm constantly interacts with microbes in nature, which are ingested through the pharynx, the main potential route of exposure to nanoparticles is consequently oral (Pluskota et al., 2009). Similarly, human exposure to nanoparticles is also mostly through an oral route of entry, as nanoparticles are added to food in significant amount; the most prevalent ones being Ag, SiO_2_, TiO_2_ and ZnO (Fröhlich & Roblegg, 2016). For example, it is estimated a 70 kg individual ingests 126 mg of Ag nanoparticles per day in Europe (Dekkers et al., 2011). The nematode worm *C. elegans*, as a model organism, is thus valid for studying nanotoxicity in higher eukaryotic organisms such as humans. Additionally, a second route of exposure is through the worm’s vulval slit, where nanoparticles interfere with vulval cells and spermatecae (Scharf, Gührs & Von Mikecz, 2016). However, two routes of exposure to nanoparticles that cannot be studied in C. elegans are respiratory and dermal absorption, which are prevalent routes of exposure to nanoparticles for humans (Fröhlich & Roblegg, 2016).

The fast phenotyping of *C. elegans* can be coupled with transcriptome profiling (i.e., gene expression microarray or RNAseq) to study underlying molecular mechanisms. For instance, using gene expression microarray, Rocheleau et al. found that *C. elegans* exposed to nano-TiO_2_ showed increased expression of the glutathione S-transferase gene *gst-3* and the cytochrome P450 gene *cyp33-11*; while the oxidative stress response, as measured by the stress resistance regulator *scl-1*, showed increased expression after exposure to both nano- and bulk-sized TiO_2_ (Rocheleau et al., 2015). In addition, the expression of *pod-2*, a reproduction-related gene, was decreased in a concentration-dependent manner with nano-TiO_2_ exposure (Rocheleau et al., 2015). Based on the same technology, Starnes et al. identified that five lysosomal pathway related genes, including genes encoding the cysteine proteases *cpr-1* and *cpr-2*, were changed significantly after exposure to silver (Ag) nanoparticles (Starnes et al., 2016). To the best of our knowledge, no transcriptome profiling has been reported to investigate SiO_2_ nanoparticles in *C. elegans*. The main objective of the current study is to develop and to evaluate a *C. elegans*-based animal model to study nanotoxicity by integrating comprehensive phenotyping and transcriptome profiling. We selected Ag and five metal oxide nanoparticles (SiO_2_, TiO_2_, CuO, Al_2_O_3_ and CeO_2_), and measured four endpoints (locomotion velocity, growth, reproduction and neurotoxicity) in *C. elegans* after exposure to these nanoparticles. Worms that exhibited the most significant effects were subjected to RNAseq to identify the affected biological processes and pathways. Hence, we offer a novel perspective to study nanoparticle toxicity using the soil nematode *C. elegans*.

## Material and Methods

### *Caenorhabditis elegans* culture

The *C. elegans* N2 strain was obtained from the Caenorhabditis Genetics Center (CGC) at the University of Minnesota. *Escherichia coli* OP50 was also obtained from the CGC and was grown for 18 h at 37 °C in Luria-Bertani (LB) broth (Bertani, 1951). The N2 strain was maintained at 21 °C in an incubator on Nematode Growth Media (NGM) plates and *C. elegans* were synchronized using 5.0 ml of alkaline bleach to kill the adult hermaphrodites and release their eggs (Stiernagle, 2006). Eggs were then washed three times with M9 buffer and left overnight on a rocking platform at room temperature to hatch into L1 larvae (Stiernagle, 2006).

### Preparation of nanoparticles

Ag, SiO_2_, CuO, Al_2_O_3_, and CeO_2_ nanoparticles were purchased from Sigma-Aldrich (St. Louis, USA). TiO_2_ nanoparticles were obtained from the Joint Research Center of (JRC) the European Commission. All nanoparticles were less than 100 nm in size as described by the manufacturer and commission. Product details are shown in Table 1. Nanoparticles were dissolved at stock concentration of 1,000 µg/ml in ddH_2_O and sonicated using an Ultrasonic Processor VCX (GEX) 750 at an amplitude of 40% for a 3-minute pulse, followed by 1 min on ice. This step was repeated five times to ensure complete disaggregation of the nanoparticles. Nanoparticle solutions were then diluted to working concentrations of 200 µg/ml in S-medium (Jung et al., 2015).

### Locomotion velocity and growth (body length) assays

200 L1 stage *C. elegans* N2, obtained after synchronization with alkaline bleach, were grown in S-medium in 6-well plates containing 0 (control), 10 or 50 µg/ml of each nanoparticle, supplemented with *E. coli* OP50 at a final optical density at 595 nm (OD_595_) of 1, for 72 h at 21 °C until they reached the day 1 adult stage. For the locomotion velocity endpoint assay, worms were then washed once in 1X M9 buffer and placed on unseeded NGM plates and allowed to explore their surroundings for 10 min. Worms (*n* = 14 to 111 per condition) were then recorded using a Nikon camera (SMZ1270) linked to a computer. The average locomotion velocity of each worm was calculated for 30 s at an interval of 0.500 ms using the software (NIS-Elements, version 4.60) accompanying the camera. The average locomotion velocity was calculated by averaging the locomotion velocity (in µm/s) over the 30 s of recording. For the growth (body length) endpoint assay, worms were grown in the same manner as in the locomotion velocity endpoint assay, washed once in 1X M9 buffer and killed with 10 mM sodium azide. Dead worms were transferred to an unseeded NGM plate to take pictures. The body length of worms (*n* = 20 to 43 per condition), measured in µm, was calculated using the camera’s software (NIS-Elements, version 4.60).

### Reproduction (brood size) assay

200 L1 *C. elegans* N2, obtained by synchronization, were grown for 48 h at 21 °C to the L4-young adult stage on *E. coli* OP50-seeded NGM plates. Five L4-young adult hermaphrodites were transferred to an individual well in quadruplicate of a 12-well plate containing S-medium supplemented with either 0 (control), 10 or 50 µg/ml of each nanoparticle and *E. coli* OP50. The L4-young-adult hermaphrodites were then allowed to grow and lay eggs for 96 h, and resulting progeny were counted by dilution.

### Neurotoxicity (number of head thrashes) assay

200 L1 *C. elegans* N2 were grown to the adult day 1 stage (72 h at 21 °C) in individual wells of a 6-well plate containing S-medium containing either 0 (control), 10 or 50 µg/ml of each nanoparticle and *E. coli* OP50. A total of 1.0 ml of the well contents were centrifuged at 1,000 rpm for 2 min, the supernatant was decanted, leaving the worm pellet undisturbed. Worms were then washed in 1X M9 buffer and centrifuged at 1,000 rpm for 2 min. Worms were then transferred to an unseeded NGM plate containing 60 µl of K-medium (2.36 g of KCl and 3.0 g NaCl per liter of media dissolved in ddH_2_O). Individual adult day 1 stage *C. elegans* were transferred into the drop of K-medium. Worms were allowed to swim freely for 1 min. Afterwards, the number of head thrashes of each individual worm (*n* = 8 to 55 per condition) were counted for 1 min as described by Tsalik & Hobert (2003).

**Table 1:** Product details of six different nanoparticles. Each nanoparticle, used in this study, is smaller than 100 nm in size. NA: non-applicable (no information provided from the suppliers).

**Nanoparticle**	**Symbol**	**Catalog number/Brand**	**CAS number**	**Size (nm)**	**Shape**
Silver	Ag	576832/Aldrich	7440-22-4	<100	Spherical
Silicon dioxide	SiO_2_	637238/Aldrich	7631-86-9	10-20 (BET)	Spherical
Cerium(IV) oxide	CeO_2_	544841/Aldrich	1306-38-3	<25 (BET)	NA
Copper(II) oxide	CuO	544868/Aldrich	1317-38-0	<50 (TEM)	NA
Aluminum oxide	Al_2_O_3_	544833/Aldrich	1344-28-1	<50 (TEM)	NA
Titanium dioxide	TiO_2_	NM-101/JRC	NA	8	NA

### Total RNA extraction of worms exposed to Ag and SiO_**2**_ nanoparticles

400 L1 *C. elegans* N2 were grown in individual wells of a 12-well plate containing either 0, 10 µg/ml Ag nanoparticles or 10 µg/ml SiO_2_ nanoparticles and supplemented with *E. coli* OP50, until the worms reached the adult day 1 stage (72 h at 21 °C). Each condition was repeated six times. The contents of the wells were centrifuged at 1,000 rpm for 2 min, the supernatant was decanted and the worm pellet was washed twice with 1X M9 buffer. 200 µl of Trizol (Ambion, USA) was then added to the worm pellet. The worm pellet then was flash-frozen in liquid nitrogen, followed by a quick thaw. These two steps were repeated once. RNA from the resulting worm pellet-Trizol solution was extracted using the Direct-zol RNA miniprep kit (Zymo Research, USA) according to the manufacturer’s instructions. Quantity and purity of total RNA were checked using a spectrophotometer (ND-1000, NanoDrop). The RNA samples were then sent to the McGill University and Génome Québec Innovation Centre (http://gqinnovationcenter.com) for quality analysis with Bioanalyser and for single-end read (100 base) RNA sequencing under HiSeq 2500 (Illumina).

### Data analysis for RNAseq

Raw data for each sample was received in fastq file format from the McGill University and Génome Québec Innovation Centre. Read quality was checked with FASTQC (version 0.11.3) and adapter related sequences were removed using Trim Galore (version 0.4.5) (https://www.bioinformatics.babraham.ac.uk/projects/). The genome sequence of *C. elegans* and GTF file (Caenorhabditis_elegans.WBcel235.91.gtf) were downloaded from ENSEMBL (https://www.ensembl.org/). Reads were aligned to the *C. elegans* genome with HISAT2 (version 2.1.0) (Kim, Langmead & Salzberg, 2015) and sorted alignment files were generated by SAMtools (version 1.7) (Li et al., 2009). Raw read counts were extracted using HTSeq (version 0.9.1) with the intersection-strict mode (Anders, Pyl & Huber, 2015). Entrez IDs were extracted from a Bioconductor package (org.Ce.eg.db) (Carlson, 2018) and assigned to the wormbase gene sequences using R. Sample distribution by principal component analysis was visualised using NetworkAnalyst 3.0 (Zhou et al., 2019). Differential gene expression analysis between the nanoparticle treatments and control was carried out using edgeR where data were normalised by trimmed mean of M-values (TMM) and tag-wise dispersion parameters were estimated using the empirical Bayes method (Robinson, McCarthy & Smyth, 2010). For gene set enrichment analysis, genes were ranked by the expression ratio (combination of log2 fold change and FDR) and normalized enrichment score (NES) was determined using GSEAPreranked in Gene Set Enrichment Analysis (GSEA; version 3.0) (Subramanian et al., 2005). The value for the parameter of min size: exclude smaller sets was set to 0, the value for permutations was set to 1000 and the enrichment statistic was set to classic. For use with GSEAPreranked, GO derived MSigDB format gene sets for *C. elegans* was downloaded from GO2MSIG (Powell, 2014) and KEGG database of *C. elegans* was extracted from a current Bioconductor package (version 3.7) (Luo et al., 2009) and converted to *gmt file. Pathway interaction was investigated using ClueGO (Bindea et al., 2009). Furthermore, gene enrichment in GO and newly determined terms were carried out using GOATOOLS (Klopfenstein et al., 2018) and WormExp (Yang, Dierking & Schulenburg, 2016), respectively. Differentially expressed genes in the toxicity groups (compared to control) were further searched to ascertain whether they were reported in metal toxicity based on previous studies (Caito et al., 2012; Cui et al., 2007; Roh, Lee & Choi, 2006; Kumar et al., 2015; Anbalagan et al., 2012).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 8.0.0). The statistical difference between the groups in the toxicity assays was evaluated with One-way ANOVA followed by Dunnett’s multiple comparison test and *P* value less than 0.05 was accepted as statistically significant.

## Results

The pooled average locomotion velocity for *C. elegans* grown under control conditions was 150.1 µm/s across all treatments, indicating that worms are active after growth in S-medium for 72 h at 21 °C. In comparison, the average locomotion velocity of worms decreased to 91.5 µm/s in the presence of 10 µg/ml Ag nanoparticles and further reduced to 44.2 µm/s in the presence of 50 µg/ml Ag nanoparticles, which was statistically significant for each concentration (*P* = 0.0001 and *P* < 0.0001, respectively) (Fig. 1A). Additionally, the difference in the reduction levels by the concentrations (>50%) indicated a dose-dependent decrease in average locomotion velocity in response to increasing Ag nanoparticle concentration. The second nanoparticle to influence the worms’ average locomotion velocity was SiO_2,_ which caused significant decreases at 10 or 50 µg/ml doses in comparison with control (*P* < 0.0001 for both concentrations). Surprisingly, it appeared that TiO_2_ nanoparticles increased *C. elegans* average locomotion velocity at 10 µg/ml (*P* = 0.0257), although this could be a statistical artifact due to sampling effect based on the data distribution (Fig. 1C). Al_2_O_3_-_,_TiO_2_- and CuO-treated *C. elegans* showed decreases in average locomotion velocity when tested at 50 µg/ml (*P* = 0.0196, for Al_2_O_3_ and *P* < 0.005 for both TiO_2_ and CuO), displaying locomotion velocities of 104.4, 114.8 and 112.2 µm/s, respectively (Figs. 1C–1E). CeO_2_ nanoparticles had no effect at any of the concentrations tested (*P* > 0.05, for both concentrations).

**Figure 1:**
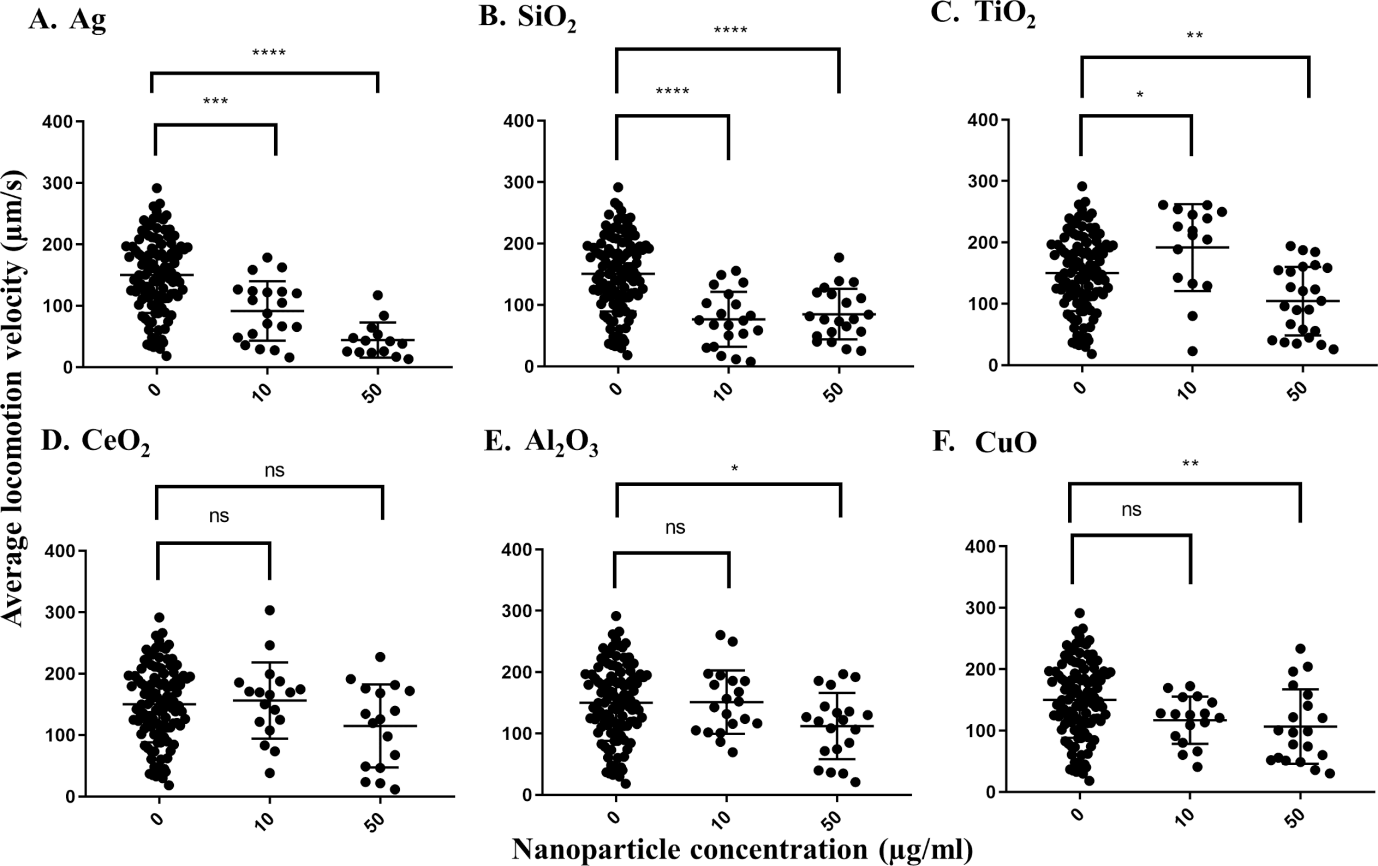
Average locomotion velocity of adult day 1 *C. elegans* N2 after exposure to various nanoparticles (A, Ag; B, SiO_2_; C, TiO_2_; D, CeO_2_; E, Al_2_O_3_; and F, CuO) at 0, 10 and 50 µg/ml. A total of 200 L1s were grown in 6-well plates containing S-medium supplemented with described concentrations of each nanoparticle for 72 h at 21 °C. After washing and transferring the worms onto an unseeded NGM plate, adult day 1 *C. elegans* were then video-recorded for 30 s using a Nikon camera and average locomotion velocity was calculated using corresponding software for every 0.500 msec over the 30 s time span. Only Ag and SiO2 nanoparticles show significant reductions in the velocity parameter at 10 µg/ml in comparison with control (*P* < 0.0001). Each point represents a single worm. Statistical difference is indicated with an asterisk (*) (*P < 0.05, ** *P* < 0.01, *** *P* = 0.0001, **** *P* < 0.0001 and ns: non-significant).

For the growth inhibition (body length) assay, Ag nanoparticles had the greatest effect. The pooled average body length of worms grown in the control S-medium after a three-day incubation at 21 °C was 1199.6 µm, indicating that the worms grew efficiently in this medium. As with the locomotion velocity endpoint assay, a concentration-dependent decrease in body length was observed when worms were exposed to different concentrations of Ag nanoparticles, with average body lengths of 1017.8 µm under 10 µg/ml and 859.3 µm under 50 µg/ml, respectively (*P* < 0.0001 for both concentrations) (Fig. 2A). Exposure to SiO_2_ nanoparticles induced significant decrease at 10 µg/ml (*P* < 0.0001) (Fig. 2B), but no further significant decrease was observed at 50 µg/ml. Exposure to CuO nanoparticles also resulted in a concentration-dependent decrease in body length, leading to an average body length of 1055.3 and 923.1 µm, respectively (*P* < 0.0001 for both concentrations) (Fig. 2F). For CeO_2_ and Al_2_O_3_ nanoparticles, significant decreases in body length were observed at 10 µg/ml compared to control worms (*P* < 0.0001, Figs. 2D and 2E). For TiO_2_ nanoparticles, a significant difference was observed only at 50 µg/ml, in which the exposed worms showed an average body length of 1130.8 µm (*P* = 0.001) (Fig. 2C). In summary, these results show Ag and SiO_2_ nanoparticles have similar toxicity on *C. elegans*, although the effect appears to be concentration-dependent for Ag nanoparticles whereas there is likely a threshold effect for SiO_2_ nanoparticles.

**Figure 2:**
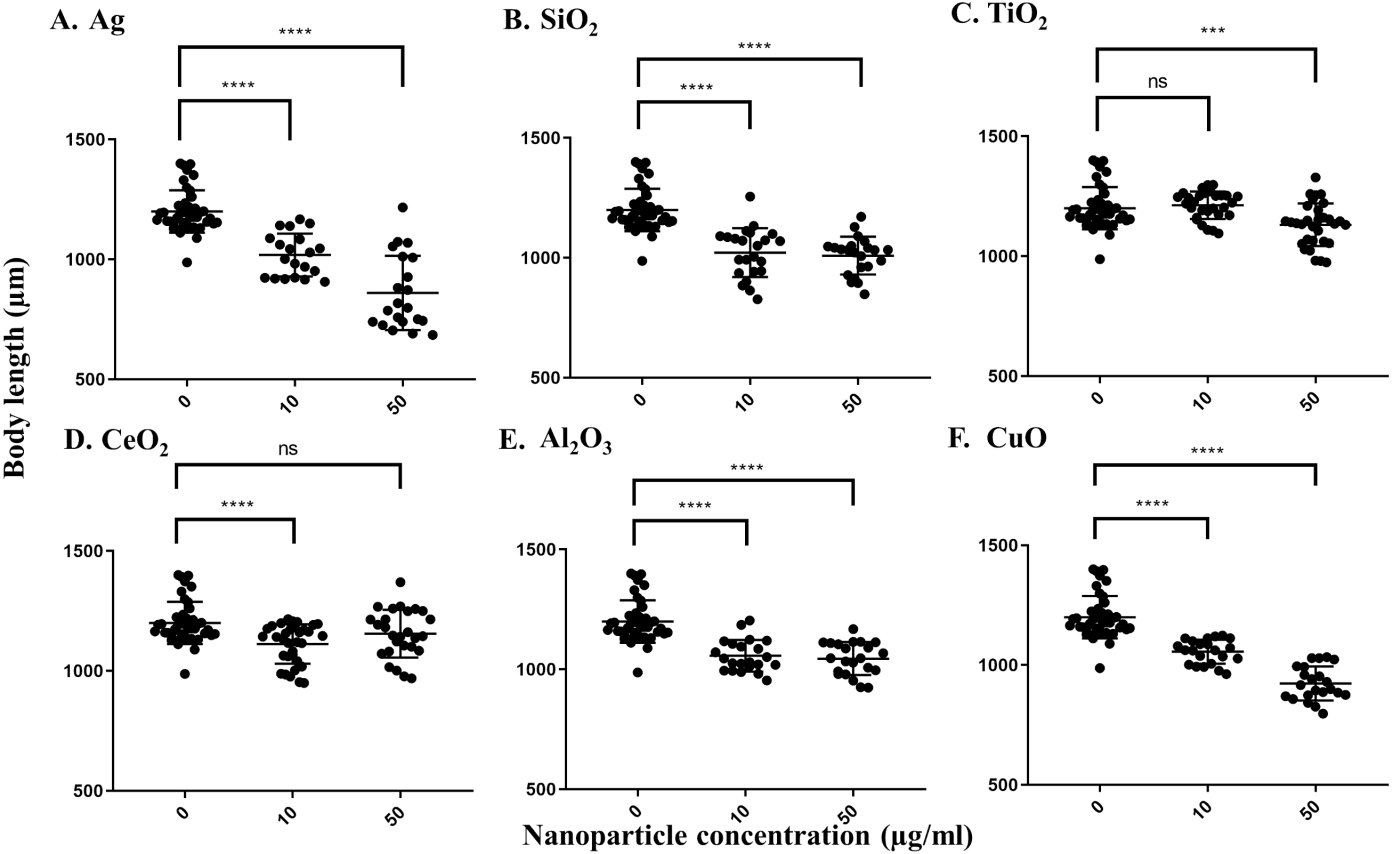
Body length of adult day 1 *C. elegans.* N2 after exposure to various nanoparticles (A, Ag; B, SiO_2_; C, TiO_2_; D, CeO_2_; E, Al_2_O_3_; and F, CuO) at 0, 10 and 50 µg/ml. 200 L1s were grown in 6-well plates containing S-medium supplemented with described concentrations of each nanoparticle for 72 h at 21 °C. Worms were killed using 10 mM sodium azide and transferred onto an unseeded NGM plate. Worms were photographed using a Nikon camera and body length was determined using corresponding software. All the nanoparticles except TiO_2_ demonstrated reductions in the body length at 10 µg/ml, compared to control (*P* < 0.0001). Each point represents a single worm.

To measure the effects of the various nanoparticles on *C. elegans* reproduction, we incubated five L4-young adults in S-medium supplemented with *E. coli* OP50 and the respective nanoparticles for four days (96 h) at 21 °C. It was expected that each worm would lay approximately 300 eggs in that time span, so that the total number of progeny per 5 worms would be near 1,500 under control conditions (Sulston & Hodgkin, 1988; Sonowal et al., 2017). The average control value of progeny produced by 5 worms under our experimental conditions was 1,288 after 96 h. We found that most nanoparticles reduced the number of progeny produced by *C. elegans*. At 10 µg/ml, Ag nanoparticles decreased the brood size of *C. elegans* to around 37%, which was statistically significant (*P* < 0.0001) (Fig. 3A). The effect was even more pronounced at 50 µg/ml, as Ag nanoparticles decreased the number of progeny to 33% of the control value, suggesting that these nanoparticles do indeed decrease *C. elegans* brood size (*P* < 0.0001) (Fig. 3A). On the other hand, SiO_2_ nanoparticles decreased brood size substantially at both 10 µg/ml and 50 µg/ml (*P* < 0.0001) (Fig. 3B), indicating that SiO_2_ nanoparticles are potent inhibitors of *C. elegans* reproduction in concentrations ranging in µg/ml. In contrast, TiO_2_ nanoparticles, known to inhibit *C. elegans* reproduction, reduced brood size to about 80% of the control value in our testing concentration range (Fig. 3C). CeO_2_ nanoparticles inhibited *C. elegans* reproduction as well. The brood size decreased to 55% of the control-treated value at a concentration of 10 µg/ml (*P* = 0.0002) (Fig. 3D). Interestingly, at 50 µg/ml, the decrease was not as pronounced, equating to 89% of the control-treated value (*P* > 0.05) (Fig. 3D). This observation may be due to the aggregation of CeO_2_ at higher concentrations. Al_2_O_3_ nanoparticles did not show statistically significant effects on *C. elegans* under our conditions (*P* > 0.05) (Fig. 3E), whereas CuO nanoparticles decreased the brood size value to 83% and 71% of the control value, at 10 µg/ml and 50 µg/ml, respectively (Fig. 3F).

**Figure 3:**
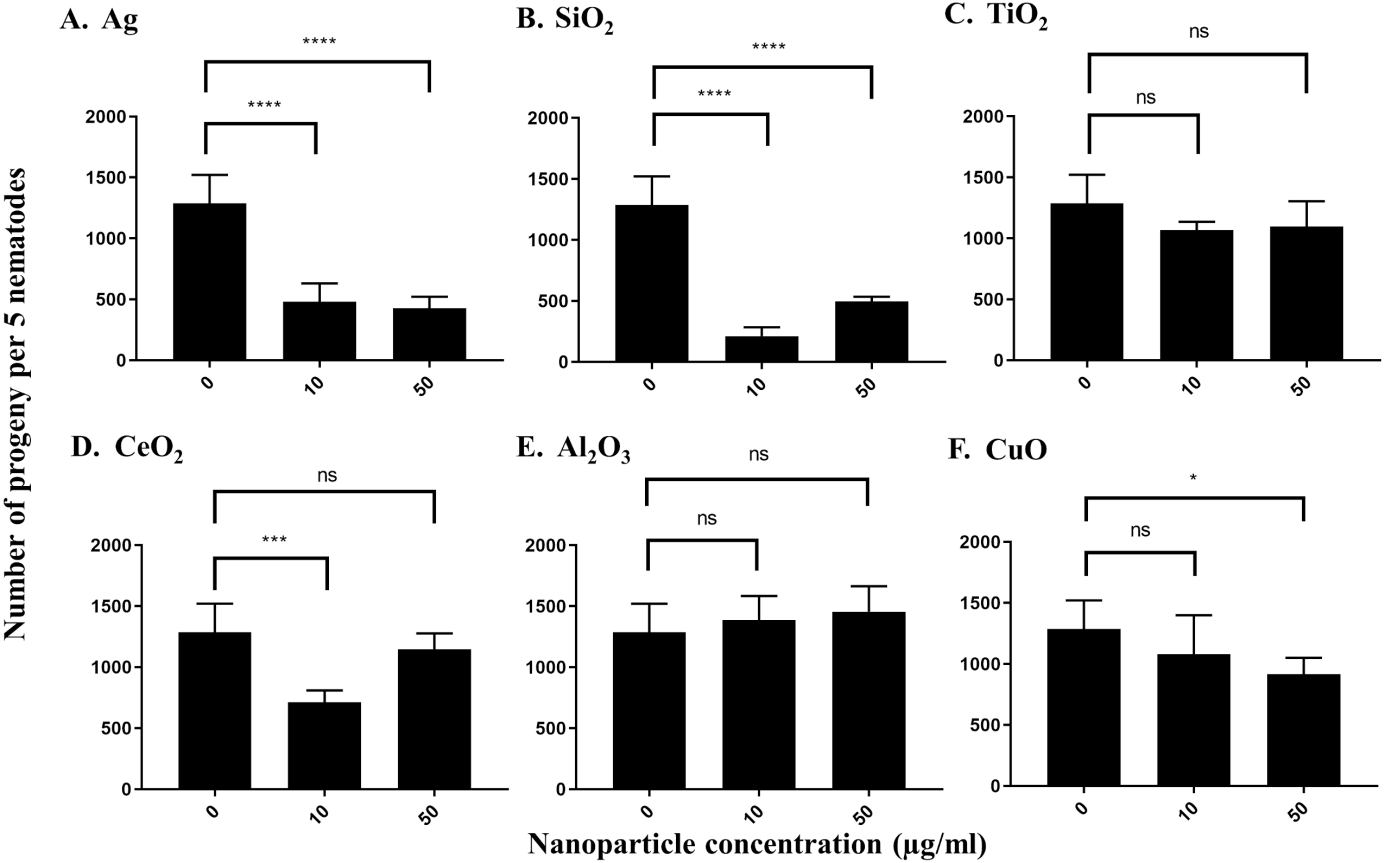
Reproduction capacity of *C. elegans* N2 after exposure to various nanoparticles (A, Ag; B, SiO_2_; C, TiO_2_; D, CeO_2_; E, Al_2_O_3_; and F, CuO) at 0, 10 and 50 µg/ml. 200 L1s obtained from synchronization were seeded onto *E. coli* OP50-coated NGM plates and grown to the L4-young adult stage (48 h at 21 °C). Five L4-young adults were then transferred to a single well of a 12-well plate containing S-medium with corresponding concentrations of nanoparticles (0,10 and 50 µg/ml). Plates were then incubated for 96 h at 21 °C. The resulting total number of progeny was then calculated by dilution. Ag, SiO_2_ and CeO_2_ nanoparticles reduced the reproduction capacity in comparison with control significantly at 10 µg/ml (*P* < 0.0001). Bar-graphs represent average brood size ± standard deviation (SD) per five L4-young adult nematodes per condition.

Both Ag and SiO_2_ nanoparticles showed no significant impact of the number of head thrashes based on a population of worms in 60 s at 10 µg/ml versus control worms (Figs. 4A and 4B). SiO_2_ nanoparticles showed a slight effect on the neurotoxicity assay at 50 µg/ml (*P* = 0.0033), whereas Ag nanoparticles had no such effect on neurotoxicity. Similar results were observed for TiO_2_ and nanoparticles at both concentrations tested (Fig. 4C). In contrast, CeO_2_, Al_2_O_3_ and CuO nanoparticles showed significant effects on neurotoxicity at 10 µg/ml under our conditions, as determined by a significant decrease in the number of head thrashes, and this trend was conserved at 50 µg/ml (*P* < 0.0001 for both CeO_2_concentrations, *P* = 0.0087 and *P* < 0.0001 for Al_2_O_3_ at 10 µg/ml and 50 µg/ml, respectively and *P* = 0.0002 for CuO at 10 µg/ml), although the effect on neurotoxicity of CuO nanoparticles at 50 µg/ml was not significant (*P* > 0.05) (Figs. 4D and 4F).

**Figure 4:**
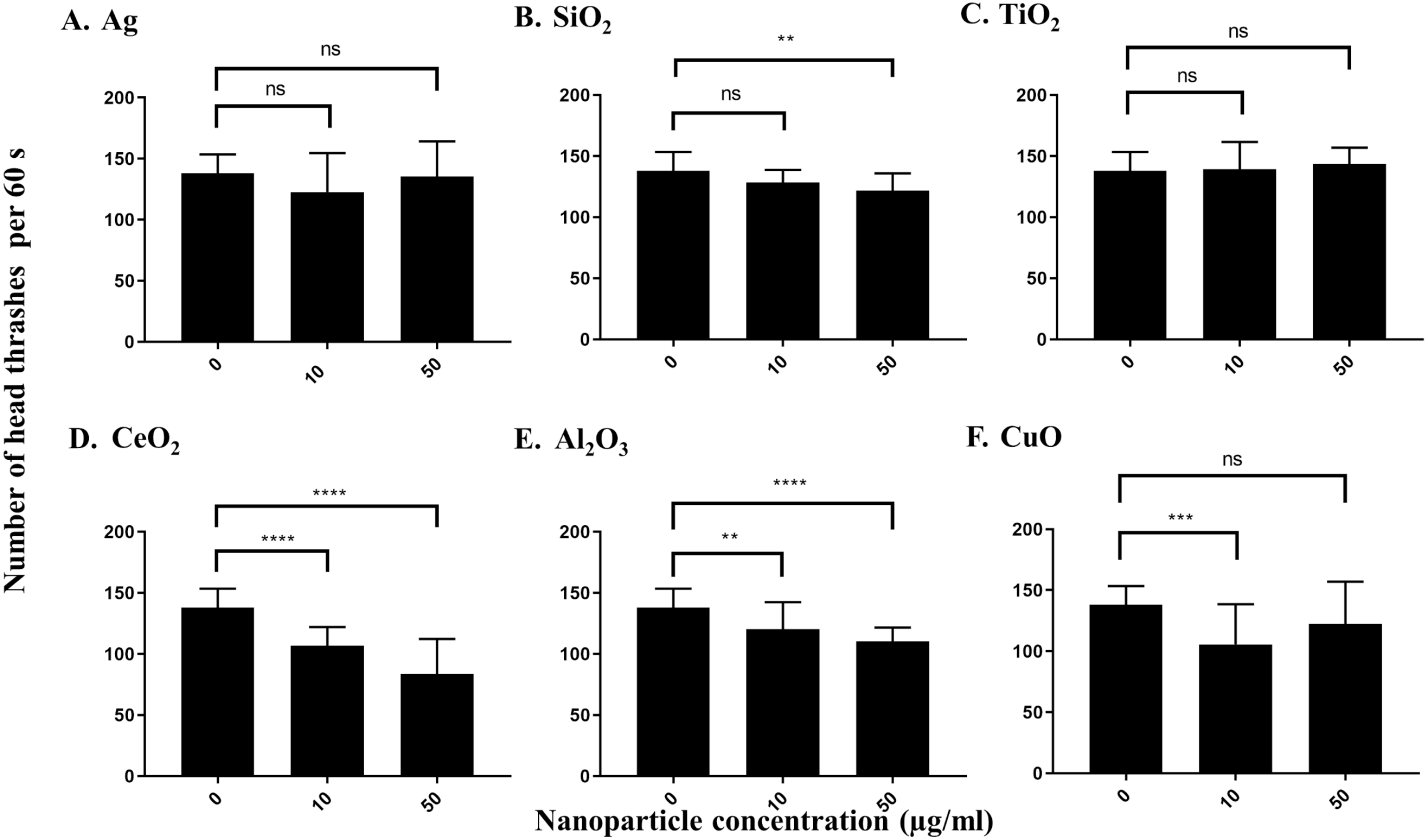
Neurotoxicity of various nanoparticles (A, Ag; B, SiO_2_; C, TiO_2_; D, CeO_2_; E, Al_2_O_3_; and F, CuO) to *C. elegans* N2 at 0, 10 and 50 µg/ml. 200 L1s were grown in 6-well plates containing S-medium supplemented with described concentrations of each nanoparticle for 72 h at 21 °C. Adult day 1 worms were then washed and put into an unseeded NGM plate containing K-medium and allowed to swim freely for 60 s. The number of head thrashes made by a single worm were then counted for 1 minute. Only three nanoparticles, CeO_2_, Al_2_O_3_ and CuO, show significant differences for the neurotoxicity parameter**** at 10 µg/ml, compared to control (*P* < 0.01). Bar-graphs represent average number of head thrashes ±SD per condition.

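RNA of whole worms was sequenced in 3 groups of 5 samples each, and the worms were of N2, the wild-type laboratory strain of C. elegans. Control worms received no nanoparticles, and the Ag and SiO2 groups received 10 µg/ml of the respective particles. According to the methods of the paper, 400 larvae of the first stage (L1) per well were kept with the nanoparticles and the bacterial food E. coli OP50 for 72 h at 21 °C, until adult day 1. The sample labels give 350 to 400 larvae per well and place the exposure at adult day 1, after growth, so the stage at exposure differs between the 2 descriptions. The methods also state that each condition was repeated 6 times, and 5 samples per group were analysed here. Libraries were sequenced as single-end reads of 100 bases. The authors trimmed the reads with Trim Galore, aligned them to the WBcel235 genome with HISAT2, and counted them per gene of Ensembl release 91 with HTSeq in its intersection-strict mode. In that mode a read is counted only if all of its bases fall in a single gene, so reads shared by overlapping genes or aligned to several places are lost. The paper's text does not state whether strand was used in counting, so a gene that overlaps another gene on the other strand may hold reads of its neighbor. The deposited count table covers 46778 genes without normalization, and each of the 15 samples is a biological replicate. A second deposited table gives counts estimated with Kallisto and tximport, and it was used only as an alternative to the counts. Each exposure was compared with Control by the edgeR quasi-likelihood F test after TMM normalization, for genes with at least 3 counts in total over the 10 samples compared. P-values were adjusted by the Benjamini-Hochberg method, and a gene is called differentially expressed at an adjusted p under 0.05. Ag and SiO2 were compared directly in a fit of all 15 samples. Log2 fold changes are given with their standard errors (SE), and expression as mean ± SD in CPM, counts scaled to library size, over the 5 samples of a group.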

Based on the phenotyping results, we further performed RNAseq analysis on *C. elegans* exposed to Ag and SiO_2_(10 µg/ml) as these two nanoparticles demonstrated the most outstanding effect on majority of the parameters (locomotion velocity, growth and reproduction). For each sample (5 replicates for the Ag, SiO2 and control groups), around 20 million reads were obtained. 

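Reads assigned to genes totalled 17693844 to 23678845 per Control sample (median 19556340), 16560734 to 21504825 per Ag sample (median 19097708) and 18352383 to 24296570 per SiO2 sample (median 19969382). These totals count only the reads that HTSeq placed in a gene, so they lie below the number of reads obtained. Of the exposed samples, 3 of 5 in the Ag group and 4 of 5 in the SiO2 group had totals within the range of Control. The 10 genes with most counts held 9.38% to 11.69% of a sample's counts, and the medians were 10.1% in Control, 10.53% in Ag and 10.15% in SiO2. Totals of the Kallisto estimates were lower, from 14902636 to 21493251. With totals of this size, genes under 1 CPM rest on roughly 20 reads or fewer per sample, and 6476 of the 20669 genes tested for Ag were in that range.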

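Of the 46778 genes in the deposited table, 22929 had at least 1 count in the 15 samples together, and 21180 had a total of at least 3. Raising the minimum total to 10 left 19595 genes, the setting that moved the number most. The minimum of 3 left 20268 genes in the Kallisto table. After the values had been seen, the count was also limited to genes that match an NCBI gene ID, which left 21067. Mapping rates cannot be derived from gene counts and were not analysed here.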

Approximately 97% of reads were mapped to the worm’s genome and a total of 18,861 gene sequences were identified, using a minimal total read count of 3 across samples. 

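Principal components were computed from log2 CPM (prior count 2) of the tested genes, separately for each exposure with the 5 Control samples. PC1 held 33.6% of the variance and PC2 15.1% for Ag, against 26.5% and 19.1% for SiO2. On PC1 the groups did not overlap: Ag samples had scores from -2.54 to 74.9 and Control from -40.6 to -14.5. In the other comparison SiO2 samples had scores from 10.9 to 38.5 and Control from -40.9 to -11.9. The pseudo-F ratio, which sets the variation between groups against that within groups over all tested genes, was 2.84 for Ag and 2.69 for SiO2. Each gave an exact permutation p of 0.0079, the smallest that the 252 arrangements of 5 against 5 samples allow. Group membership accounted for 26.2% of the total variance in the Ag comparison and 25.2% in the SiO2 comparison, so most of it lay between replicates of the same group. Using only the 500 most variable genes moved the ratio most, to 6.18 for SiO2. Leaving out each sample in turn gave ratios of 2.34 to 3.15 for Ag and 2.33 to 2.80 for SiO2. With all 15 samples together PC1 held 23.7% and PC2 16.4% of the variance. On that PC1 Control scores ran from -38.9 to -8.63, SiO2 from -24 to 27.5 and Ag from -4.07 to 72.7. SiO2 thus overlapped both other groups, and Ag did not overlap Control.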

Sample distribution by principal component analysis (PCA) is shown in Fig. S1. Differentially expressed genes (DEGs) based on edgeR between control and the toxicity groups (2,648 DEGs in the Ag group and 1,087 DEGs in the SiO2 group) are shown in Data S1 (FDR < 0.05).

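The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment called 1604 of 20669 tested genes in the Ag group, 899 higher and 705 lower than Control. In the SiO2 group it called 551 of 20739 genes, 397 higher and 154 lower, 72.1% of the calls higher against 56% for Ag. At an unadjusted p under 0.05 the numbers were 6183 and 3096. The Ag calls were more numerous and smaller: 367 of them changed at least 2-fold, with a median absolute log2 fold change of 0.64, against 371 and 1.18 for SiO2. All 5 exposed samples lay on one side of all 5 controls in 1156 of the Ag calls and in 352 of the SiO2 calls. Few calls came from weakly expressed genes, 106 under 1 CPM for Ag and 77 for SiO2. The likelihood ratio test with tagwise dispersions, whose LR statistic is listed in Data S1, called 2763 genes for Ag and 1095 for SiO2. DESeq2 called 3167 for Ag and 995 for SiO2. The fit of all 15 samples left 222 for SiO2, and there the excess of higher calls was gone (113 higher, 109 lower). Dropping a sample moved the Ag number to between 353 (without Control replicate 3) and 1833, and the SiO2 number to between 251 and 853, with 58.2% to 79.7% of the SiO2 calls higher. In the direct comparison of the exposures 720 of 21180 genes differed, 433 higher and 287 lower in SiO2 than in Ag. Which direction had more calls depended on the setting: the Kallisto estimates gave 248 higher and 321 lower, filterByExpr genes 352 and 400, the 2 groups alone 197 and 212, and the fits without Ag replicate 9, SiO2 replicate 11 and SiO2 replicate 13 gave 193 and 244, 182 and 216, and 194 and 198. Both exposures shared 108 called genes out of 20411 tested in both, where 43.3 would be expected from independent lists, and 70 of them were higher, 27 lower and 11 opposite in direction. The same Control samples enter both comparisons, and how much of the sharing this accounts for was not tested. Across the 14102 genes over 1 CPM the 2 sets of log2 fold changes had a Pearson r of 0.537. Genes are not independent replicates, and the shared Control samples alone would make r positive. This r therefore cannot show a shared response.

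**Figure D1:**
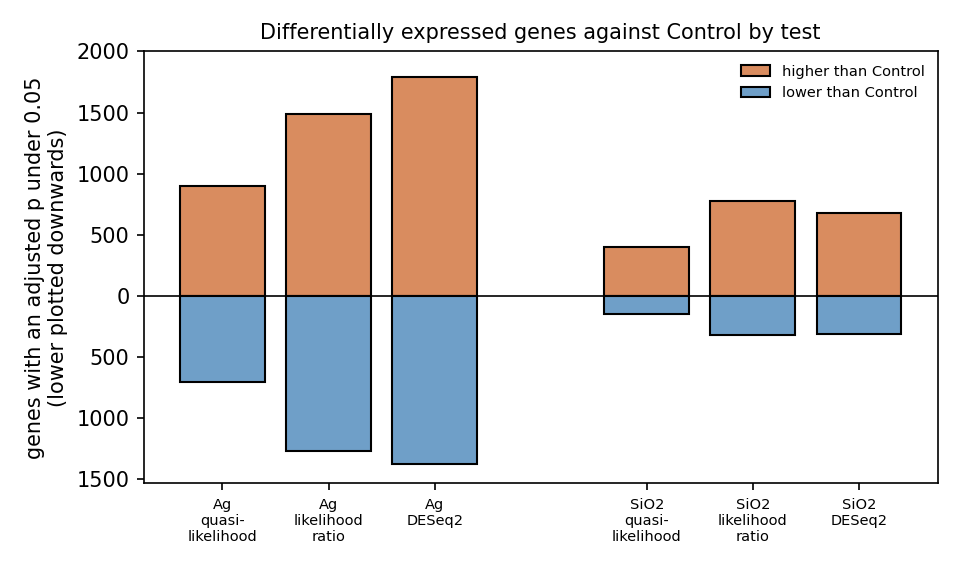
Genes called higher (up) and lower (down) than Control at an adjusted p under 0.05 in the Ag and SiO2 groups, 5 samples against 5, by the quasi-likelihood test and the likelihood ratio test of edgeR and by DESeq2.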

Gene set enrichment analysis (GSEA) based on Gene Ontology biological processes (BPs) showed various statistically enriched positively or negatively based on the fold changes and running enrichment scores (Data S2). The top 20 and phenotype reflecting enriched BPs are shown in Table 2 (FDR < 0.05). These BPs were related to various physiological events such as cellular and metabolic responses. 

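Gene sets were tested by ranking all tested genes on log2 fold change and comparing each set's running sum, in the classic form of GSEA, with 10000 random gene sets of the same size. P-values were adjusted over 22 pairs of set and exposure by the Benjamini-Hochberg method. For apoptotic process, with 436 members, the normalized enrichment score (NES) was 6.29 in Ag and 4.17 in SiO2. Both had a permutation p of 0.0001, the smallest possible with 10000 random sets, and an adjusted p of 0.000147. Of the members, 71.6% had a positive log2 fold change in Ag (median 0.15) and 61.7% in SiO2 (median 0.04). Random gene sets treat genes as unrelated, so each set was also given a score per sample: the mean log2 CPM of its members minus the mean over expressed genes in that sample. The apoptotic score was 2.38 ± 0.11 in Control and 2.50 ± 0.11 in Ag (exact permutation p 0.135, adjusted over 32 scores 0.24). It lay above the Control mean in 5 of 5 Ag samples. For SiO2 it was 2.43 ± 0.11 in Control and 2.42 ± 0.15 after exposure, with an exact permutation p of 0.913. Camera, which allows for correlation between members, gave an adjusted p of 0.758 for Ag and 0.907 for SiO2. With all samples kept, weighting the running sum by fold change moved the NES most, to 1.35 in Ag and 0.53 in SiO2, where the permutation p adjusted over sets ranged from 0.000137 to 0.0202 and from 0.000137 to 1.0 over the alternatives. With each sample left out in turn the NES stayed between 5.52 and 7.08 in Ag, and ran from -5.62 to 4.98 in SiO2.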

*Apoptotic process* showed gene enrichment with positive NES in both Ag and SiO2 groups under significant levels (FDR < 0.0001). Phenotype reflecting BPs including regulation of locomotion, reproductive process and cell growth were enriched with negative NES significantly (FDR < 0.0001 for regulation of locomotion, FDR = 0.001 for regulation of reproductive process, FDR = 0.002 for regulation of cell growth in the Ag group; FDR < 0.0001 for regulation of locomotion, FDR = 0.008 for regulation of reproductive process, FDR = 0.042 for regulation of cell growth in the SiO2 group) (Fig. 5). 

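All 5 of che-1, mps-1, cav-1, tax-4 and let-756 had negative log2 fold changes in both exposures, and cav-1 and let-756 passed an adjusted p of 0.05 in Ag alone. Adjusted p-values here are from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. cav-1 (WBGene00000301, chromosome IV, 9772510 to 9773559 of WBcel235) fell from 461 ± 48.7 CPM in Control to 312 ± 67.5 in Ag, a log2 fold change of -0.56 (SE 0.13, adjusted p 0.0254, n = 5). In SiO2 it was -0.30 (SE 0.10, adjusted p 0.145). let-756 (WBGene00002881, chromosome III, 6407129 to 6410033) changed from 33.1 ± 3.32 to 23.4 ± 3.97 CPM in Ag, by -0.50 (SE 0.13, adjusted p 0.0313), and by -0.21 (SE 0.12, adjusted p 0.432) in SiO2. It overlaps C05D11.5 on the other strand. tax-4 (WBGene00006526, chromosome III, 9181546 to 9185888), with 9 to 53 counts per sample in the Ag comparison, changed by -0.74 (SE 0.29, adjusted p 0.111) in Ag and -0.20 (SE 0.21, adjusted p 0.753) in SiO2. mps-1 (WBGene00003403, chromosome II, 6292452 to 6294361) was at 1.74 ± 0.19 CPM in Control and 1.11 ± 0.44 in Ag, a change of -0.63 (SE 0.27, adjusted p 0.14), and of -0.49 (SE 0.23, adjusted p 0.319) in SiO2. Its span overlaps that of nyn-3 on the same strand, so reads that fall in both genes may be lost. Whether the 2 genes share exons was not tested. che-1 (WBGene00000483, chromosome I, 6517529 to 6520918) rests on 1 to 11 counts per sample and changed by -0.87 (SE 0.45, adjusted p 0.205) in Ag and -0.81 (SE 0.41, adjusted p 0.388) in SiO2. With all samples kept, the Kallisto estimates moved che-1 most of these genes, to -0.55 in SiO2, and its adjusted p ranged from 0.369 to 0.551 over the alternatives. With a sample left out, the adjusted p of cav-1 in Ag ranged from 0.0169 to 0.0711 and that of let-756 from 0.0295 to 0.0909.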

A number of genes were commonly detected within the top five category in the phenotype reflecting enriched BPs for both Ag and SiO2 groups, including transcription factor (che-1) and MiRP K channel accessory subunit (mps-1) in regulation of locomotion, caveolin (cav-1) in regulation of reproductive process, and cyclic nucleotide-gated cation channel (tax-4) and protein let-756 (let-756) in regulation of cell growth (Data S2).

**Table 2:** Top 20 and phenotype reflecting enriched biological processes. The enriched biological processes, ranked based on NES and FDR value, are shown. The enriched biological processes, detected by the GSEA analysis, were statistically significant (no asterisk: FDR < 0.0001, *: FDR < 0.05 and **: FDR < 0.01). The phenotype reflecting enriched biological processes are shown under dashed-line ‡: Full name is provided in Data S2.

		**Ag**				**SiO2**		
	**Biological process**		**NES**	**Rank**			**NES**	**Rank**
**Positive enrichment**								
	**Cellular process**	Cell cycle	6.591	2		Cell cycle	4.095	2
		Cell cycle process	6.624	1		Cell cycle process	4.167	1
		Meiotic cell cycle	5.455	10		Meiotic cell cycle	3.413	10
		Meiotic cell cycle process	4.744	15		_	_	_
		Meiotic nuclear division	5.215	12		Meiotic nuclear division	3.158	12
		Meiotic chromosome segregation	4.441	18		_	_	_
		Mitotic cell cycle	4.805	14		Mitotic cell cycle	2.776	19
		Regulation of cell cycle	4.378	20		_	_	_
		Cell division	4.561	17		Cell division	2.886	14
		Death&cell death	6.022	4		Death&cell death	3.699	7
		Programmed cell death	5.736	7		Programmed cell death	3.695	8
		Apoptotic process	6.332	3		Apoptotic process	3.887	5
		Chromosome segregation	4.943	13		_	_	_
		Posttranscriptional gene silencing&gene silencing	4.407	19		_	_	_
	**Growth**	_	_	_		Developmental growth	2.771	20
		_	_	_		Regulation of growth	2.787	18
	**Metabolic process**	Posttranscriptional regulation of gene gene expression	4.571	16		_	_	_
	**Multicellular organism process**	_	_	_		Positive regulation of multicellular organismal process	2.814	16
	**Multi-organism process**	Sexual reproduction	5.713	8		Sexual reproduction	3.854	6
		Gamete generation	5.982	5		Gamete generation	4.012	3
		Germ cell development&cellular process †	5.334	11		Germ cell development& cellular process †	3.897	4
		_	_	_		Female gamete generation	2.813	17
		_	_	_		Oogenesis	3.010	13
		_	_	_		Spermatid differentiation& spermatid development	2.818	15
	**Cellular component organization or biogenesis**	Organelle fission	5.756	6		Organelle fission	3.433	9
		Nuclear division	5.621	9		Nuclear division	3.364	11
**Negative enrichment**								
	**Behavior**	Single organism behavior	−4.631	1		_	_	_
	**Cellular process**	Cell communication	−4.285	7		Aromatic compound biosynthetic process	−5.477	11
		Cell surface receptor signaling pathway	−4.082	17		Regulation of cellular metabolic process	−5.198	19
	**Developmental process**	Cell morphogenesis	−4.571	3		_	_	_
		Cell projection morphogenesis	−4.576	2		_	_	_
		Cell part morphogenesis	−4.276	8		_	_	_
		Generation of neurons	−4.048	20		_	_	_
								
	**Metabolic process**							
		_	_	_		Cellular nitrogen compound biosynthetic process	−5.306	16
		_	_	_		Heterocycle biosynthetic process	−5.423	12
		_	_	_		Nucleobase containing compound biosynthetic process	−5.486	10
		_	_	_		Organic cyclic compound biosynthetic process	−5.323	15
		_	_	_		Positive regulation of gene expression	−5.029	20
		_	_	_		Regulation of biosynthetic process& †	−5.410	13
		_	_	_		Regulation of macromolecule biosynthetic process	−5.267	17
		_	_	_		Regulation of cellular macromolecule biosynthetic process	−5.260	18
		_	_	_		Regulation of nitrogen compound metabolic process& †	−5.587	9
		_	_	_		Regulation of primary metabolic process	−5.406	14
		Regulation of rna metabolic process	−4.138	15		Regulation of rna metabolic process	−5.971	2
		Rna biosynthetic process	−4.198	12		Rna biosynthetic process	−5.923	3
		Nucleic acid templated transcription	−4.121	16		Nucleic acid templated transcription	−5.833	6
		Regulation of rna biosynthetic process	−4.164	14		Regulation of rna biosynthetic process	−5.983	1
		Transcription dna templated	−4.200	11		Transcription dna templated	−5.864	5
		Regulation of transcription dna templated& †	−4.062	19		Regulation of transcription dna templated& †	−5.805	7
		Transcription from rna polymerase ii promoter	−4.268	9		Transcription from rna polymerase ii promoter	−5.881	4
		Regulation of transcription from rna poly. †	−4.192	13		Regulation of transcription from rna poly. †	−5.775	8
	**Multicellular organism development**	Nervous system development	−4.528	4		_	_	_
	**Response to stimulus**	Response to external stimulus	−4.493	5		_	_	_
		Taxis	−4.066	18		_	_	_
	**Signaling**	Signaling	−4.266	10		_	_	_
		Single organism signaling	−4.299	6		_	_	_
**Phenotype reflecting**								
	**Growth**	Regulation of cell growth**	−2.326	167		Regulation of cell growth*	−1.714	410
	**Locomotion**	Regulation of locomotion	−3.124	66		Regulation of locomotion	−3.694	86
	**Reproduction**	Regulation of reproductive process**	−2.476	132		Regulation of reproductive process**	−2.062	294

**Figure 5:**
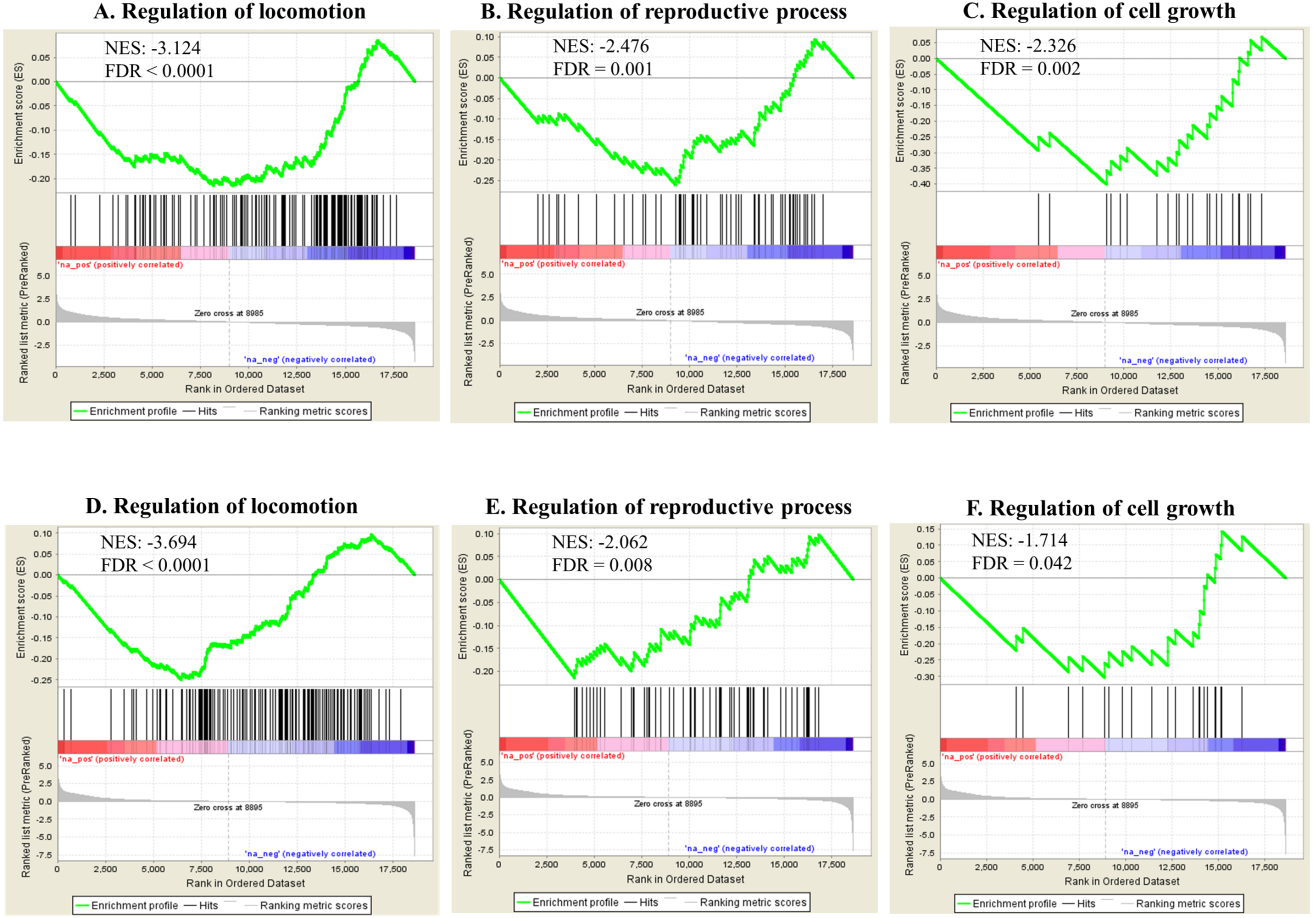
Selected significant GO terms (detected by GSEA). Enriched BPs including regulation of locomotion, regulation of reproductive process and regulation of cell growth, show negative NES in the Ag group (A–C) and the SiO2 group (D–F) (FDR < 0.05).

The other significantly enriched BPs were associated with various physiological events and immune defense of the organism. As both Ag and SiO_2_ nanoparticles were foreign substances for the worm, we further examined the expression profiles of genes associated with innate immunity. Compared to Ag and Control, SiO_2_ exposure led to significant downregulations of genes related to the innate immune response (FDR < 0.0001) (Fig. 6).

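The 51 genes of Fig. 6 stood for the innate immune response here, and the full Gene Ontology set was not analysed here. Their mean score per sample was 0.96 ± 0.16 in Control and 0.44 ± 0.15 in SiO2, a difference of -0.51, and all 5 exposed samples lay below all controls. The exact permutation p was 0.0079, the smallest possible for 5 against 5, and 0.0363 after adjustment over 32 set scores. In Ag the score went up, from 0.90 ± 0.16 to 1.12 ± 0.21, a difference of 0.22 with an exact permutation p of 0.103 (adjusted 0.206), higher than the Control mean in 5 of 5 samples. The direct difference, SiO2 minus Ag, was -0.73, with an exact permutation p of 0.0079 and, adjusted over 16 scores of that comparison, 0.0848. The score that moved most between settings was that of Ag: with the median of the members in place of the mean its difference was -0.11, and the exact permutation p over the alternatives ranged from 0.103 to 0.548. The SiO2 difference stayed between -0.56 and -0.46 with any 1 sample left out. Camera gave these genes an adjusted p of 0.0451 in SiO2 and 0.793 in Ag. The paper selected the genes by their calls in the same samples, so a shift of the whole list in SiO2 is partly built into the selection. An earlier stage of the SiO2 worms was not ruled out either. It would lower the score of the vitellogenin genes, which could not decide in SiO2 (exact permutation p 0.667). From the lower expression in SiO2 than in both other groups, the paper states that genes related to this response were downregulated by SiO2.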

**Figure 6:**
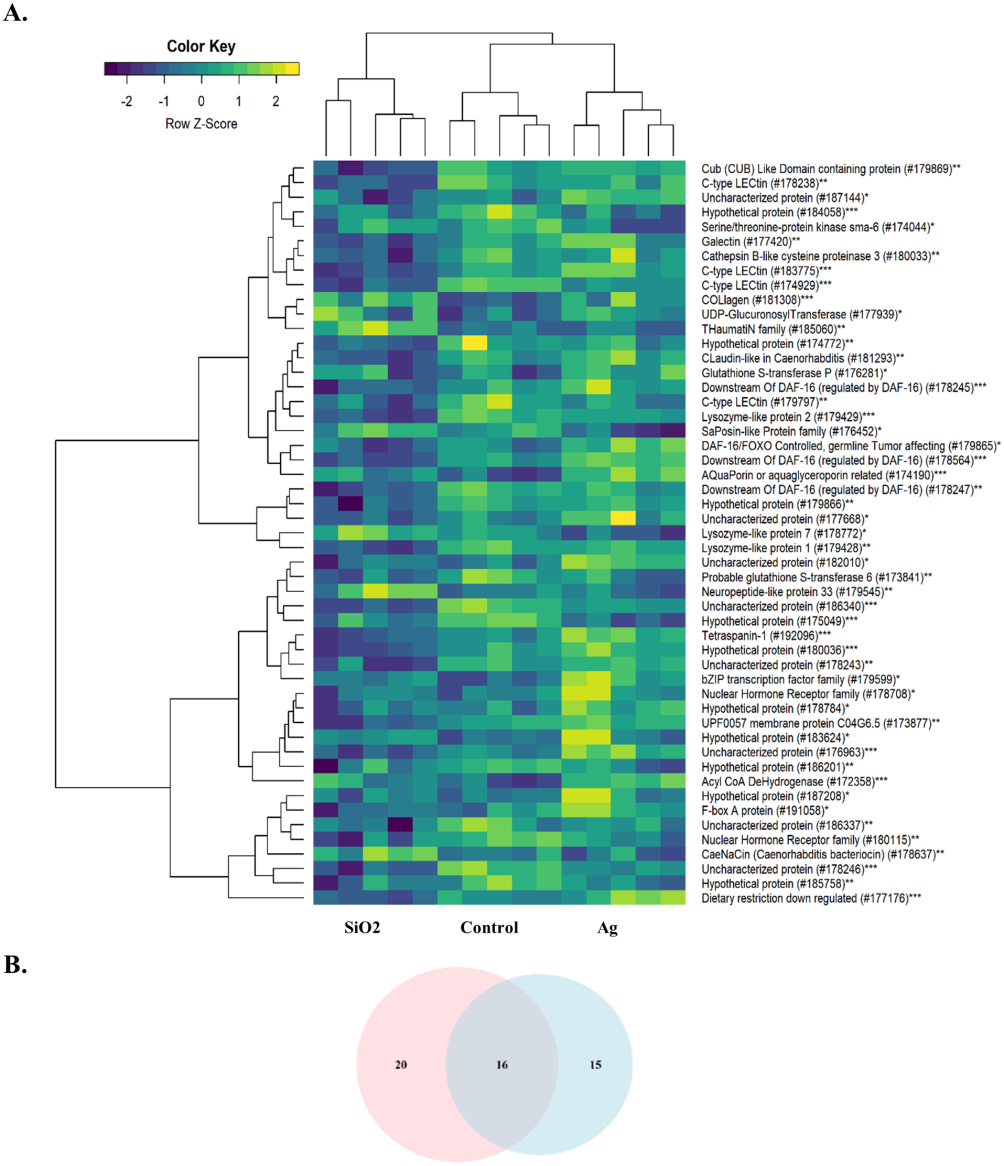
Heatmap of differentially expressed genes involved in the innate immune response. A downregulation pattern is observed in the SiO_2_ group, in comparison with the Ag group and Control (A). Pink and blue circles in Venn diagram represents differentially expressed genes in the**** SiO2 and Ag groups, respectively (B). *: Ag, **: SiO2, ***: Common for Ag and SiO2.

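Taken gene by gene, 24 of the 51 genes were lower and 3 were higher in SiO2 than in Control at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg over all tested genes). The 3 higher genes were col-179, nlp-33 and thn-1. In Ag 8 genes were lower and 17 higher. Of the log2 fold changes 38 were negative in SiO2, with a median of -0.61, and 20 in Ag, with a median of 0.21. Adjusting over the 51 genes only, 32 were lower and 9 higher in SiO2, and 11 lower and 23 higher in Ag. Compared directly with Ag, 29 genes were lower in SiO2 and 4 higher, and the median difference in log2 fold change was -0.81. Among the 20 genes that Fig. 6 marks for SiO2 alone, 13 were lower and 2 higher in SiO2. Of the 16 genes it marks as common, 11 were lower and 1 higher in SiO2, and 5 were lower and 8 higher in Ag. The number lower in SiO2 lay between 18 and 30 over the alternatives and between 16 and 24 when samples were left out, and the number lower in Ag between 7 and 8 and between 4 and 10.

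**Figure D2:**
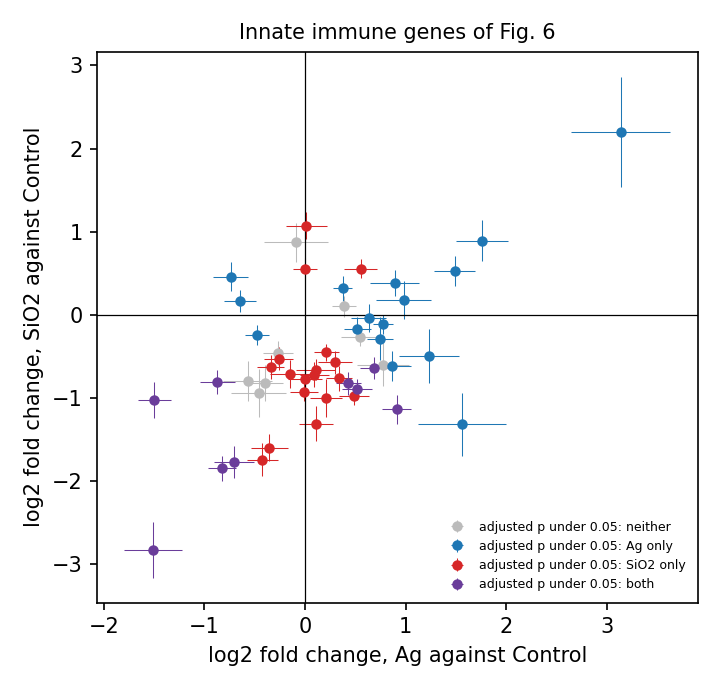
Log2 fold change against Control in Ag and in SiO2 for the 51 innate immune genes of Fig. 6, 5 samples per group, with standard errors. Colors mark the genes with an adjusted p under 0.05 in neither, one or both exposures.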

The enriched BPs by GOATOOLS were mainly related to the physiological events, of which, some were identical to those observed by the GSEA analysis (Data S2). However, the number of the BPs detected by GOATOOLS was lower compared to those detected by GSEA, which was likely related to the differences in gene inputs (DEGs with FDR < 0.05 vs cut-off free DEGs ranked by fold change) and/or the methodologies used. Nevertheless, the phenotype reflecting BPs including the regulations of locomotion and reproductive process were also enriched in the Ag group in the GOAtools analysis. However, this was not the case for the SiO2 group, which appeared to be related to lower number of DEGs in this group, compared to the Ag group.

Analysis of the RNAseq data using WormExp showed gene enrichment in newly determined terms (Data S2). Some of these terms were found associated with regulations of locomotion, reproduction and cell growth in both groups. The “glp-1 mutant” term was enriched in the Ag and SiO2 groups, which refers to the diminished reproductive capability of *C. elegans* (Gracida & Eckmann, 2013). In regard to development terms, “pgl-1 mutant” and “P-granule RNAi” were enriched in the Ag and SiO2 groups, respectively, linking regulation of cell growth (Knutson et al., 2017). The “wdr-23 mutant” term was also present for both nanoparticle exposure groups. This is notable as wdr-23, through the action of skn-1, is involved in proper locomotion of *C. elegans* (Staab et al., 2013). Finally, the other terms, including regulation by heavy metals/NPs (such as Ag), were found for both groups, further validating the nanoparticle effect. Altogether, the WormExp gene enrichment terms, obtained from the RNAseq data, appear to be in agreement with the phenotypic assay results.

Pathway enrichment analysis against the KEGG database showed various significantly enriched pathways (Data S3). The top 20 enriched biological pathways are shown for both exposures in Table 3. Ribosome, proteasome, aminoacyl-tRNA biosynthesis and RNA transport were significantly upregulated in both groups, indicating overall higher rate of protein turnover upon exposure. In contrast, biological pathways reflecting phenotypes including neuroactive ligand–receptor interaction [regulating locomotion (Kong et al., 2015)], wnt-signaling (regulating reproduction and cell growth (Inoki et al., 2006; Hernandez Gifford, 2015) and MAPK signaling (regulating reproduction and cell growth (Zhang & Liu, 2002; Andrade et al., 2014) were significantly down-regulated in both exposures (Fig. 7). 

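The cytosolic ribosomal protein genes (78), the proteasome subunits (33) and the aminoacyl-tRNA synthetases (31) were collected here by gene symbol, and RNA transport was not analysed here. The NES was 5.80, 4.20 and 3.54 in Ag and 5.18, 3.38 and 2.95 in SiO2, each with a permutation p of 0.0001, the smallest that 10000 random sets give. In each set 93.5% or more of the members had positive log2 fold changes in both exposures, and the changes were small. Median log2 fold changes were 0.20, 0.27 and 0.26 in Ag, and 0.13, 0.09 and 0.12 in SiO2. The ribosomal score rose from 5.41 ± 0.07 to 5.61 ± 0.09 in Ag (exact permutation p 0.0159, adjusted 0.0565). It lay above the Control mean in 5 of 5 Ag samples. For the proteasome it rose from 2.74 ± 0.22 to 3.04 ± 0.19 (exact permutation p 0.0397, adjusted 0.0977) and for the synthetases from 2.40 ± 0.14 to 2.67 ± 0.15 (exact permutation p 0.0317, adjusted 0.0845). In SiO2 the differences were 0.09, 0.04 and 0.07, with exact permutation p of 0.111, 0.81 and 0.563. Members of a set varied together between samples, with an average correlation of 0.592 for the ribosomal and 0.823 for the proteasome genes in Ag. Camera takes this into account, and its adjusted p was 0.674 for the ribosomal genes in Ag. Leaving out 1 sample kept every NES positive apart from the proteasome in SiO2, which ranged from -2.69 to 4.13. Ranking genes by the signed root of the quasi-likelihood F raised the ribosomal NES to 6.96 in Ag and 6.58 in SiO2. Weighting by fold change lowered it to 2.26 and 1.61. With that weighting the proteasome had 1.97 in Ag and 1.32 in SiO2, and the synthetases 1.87 and 1.30. For both sets in SiO2 the adjusted permutation p reached 0.211 over the alternatives. From the higher levels of these pathways the paper infers a higher rate of protein turnover.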

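For the 31 members of neuroactive ligand-receptor interaction the NES was -2.45 in Ag (permutation p 0.0005, adjusted 0.000611) and -1.81 in SiO2 (permutation p 0.0154, adjusted 0.0161). Only 25.8% of these members had a positive log2 fold change in either exposure, and the median was -0.30 in Ag and -0.03 in SiO2. Wnt signaling (73 members) had an NES of -2.27 in Ag and -3.16 in SiO2, with adjusted permutation p of 0.00116 and 0.000147. MAPK signaling (76 members) had -1.86 and -2.59, with adjusted permutation p of 0.013 and 0.000259. None of these sets had a member among the 500 highest or the 500 lowest genes of either ranking, where most genes lie under 1 CPM (417 of the top 500 in Ag). Among the scores per sample, that of Wnt fell from 1.502 ± 0.051 in Control to 1.342 ± 0.066 in Ag, in 5 of 5 samples below the Control mean, with an exact permutation p of 0.0079 and an adjusted p of 0.0363. In SiO2 it changed by -0.11, with an exact permutation p of 0.0159 (adjusted 0.0565), and of 0.0079 to 0.143 over the alternatives. Neuroactive genes scored -1.29 ± 0.16 in Control and -1.54 ± 0.16 in Ag, with an exact permutation p of 0.0556, and changed by -0.08 in SiO2 (exact permutation p 0.413). For MAPK the changes were -0.04 and -0.08, with exact permutation p of 0.151 and 0.0635. With all samples kept, weighting by fold change moved every one of these NES values most. In Ag it gave -1.72 for neuroactive genes, -1.15 for Wnt and -0.52 for MAPK, and the adjusted permutation p over the alternatives ranged from 0.000169 to 0.0224, 0.0002 to 0.382 and 0.00192 to 1.0. In SiO2 it gave -0.64, -0.81 and -0.58, with ranges of 0.00737 to 1.0, 0.000137 to 1.0 and 0.000137 to 1.0 for the adjusted permutation p. The MAPK NES in Ag changed sign when Ag replicate 6 or Ag replicate 8 was left out, reaching 2.11. Earlier work had tied these pathways to movement, reproduction and growth, and from their negative NES the paper proposes that genes in them take part in the changes of locomotion, reproduction and growth seen in exposed worms. The paper also describes the transcriptome as concordant with its own phenotype assays, and no sample here carries both measurements.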

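Of tkr-2, ser-1, skr-8, skr-10, skr-12, ver-1 and hsp-70, the 3 skr genes changed at an adjusted p under 0.05, and only in Ag (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). All 7 genes had negative log2 fold changes in both exposures. skr-8 (WBGene00004814, chromosome IV, 17165250 to 17165834) fell from 21.5 ± 1.61 CPM in Control to 11.7 ± 2.36 in Ag, a log2 fold change of -0.88 (SE 0.14, adjusted p 0.00382, n = 5), and reached 17.0 ± 3.49 in SiO2 (-0.34, adjusted p 0.228). skr-10 (WBGene00004816, IV, 15946807 to 15947385) fell from 21.5 ± 2.35 to 11.2 ± 2.82 CPM in Ag (-0.94, SE 0.16, adjusted p 0.00517), and by 0.31 in log2 units in SiO2 (adjusted p 0.284). skr-12 (WBGene00004818, IV, 17167274 to 17167792) changed by -0.95 (SE 0.18, adjusted p 0.00869) in Ag and -0.31 (adjusted p 0.363) in SiO2. These 3 genes are close paralogs, and reads that align to more than 1 of them are not counted. Whether they vary independently was not tested, so they are not taken as 3 independent observations. Between the exposures skr-10 alone differed, 0.62 higher in SiO2 than in Ag with an adjusted p of 0.0422. ser-1 (WBGene00004776, chromosome X, 16579745 to 16587624) changed from 4.30 ± 0.58 to 2.94 ± 0.29 CPM in Ag (-0.55, SE 0.16), with every Ag sample below every control and an adjusted p of 0.0525, which ranged from 0.0203 to 0.0613 over the alternatives. In SiO2 it changed by -0.19 (adjusted p 0.681). tkr-2 (WBGene00016761, chromosome IV, 6202069 to 6205891) is at 2.19 ± 0.66 CPM in Control, overlaps C49A9.10 on the other strand, and changed by -0.82 (SE 0.30, adjusted p 0.0925) in Ag and -0.54 (adjusted p 0.319) in SiO2. ver-1 (WBGene00006894, chromosome III, 156824 to 163542) changed by -0.71 (SE 0.27, adjusted p 0.106) in Ag and -0.35 (adjusted p 0.541) in SiO2. hsp-70 (WBGene00002026, chromosome I, 9320325 to 9322519), which overlaps uggt-2 on the other strand, changed by -0.42 (SE 0.22, adjusted p 0.203) and -0.38 (adjusted p 0.458).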

Some genes were found commonly within the top 5 enriched gene category in each enriched biological pathway for both Ag and SiO_2_ treatments (based on fold change and running enrichment score), which were tachykinin receptor family (tkr-2), serotonin/octopamine receptor family (ser-1) in neuroactive ligand–receptor interaction pathway, skp1 related (ubiquitin ligase complex component, skr-8, skr-10, skr-12) in wnt signaling pathway, protein ver-1 (ver-1) and heat shock protein (hsp 70) in MAPK signaling pathway (Data S3).

**Table 3:** Top 20 enriched biological pathways. Ranking of the enriched biological pathways is based on NES and FDR value. The enriched biological pathways (KEGG) by the enrichment analysis were found under statistically significant levels (FDR ¡ 0.05) except those indicated with asterisk (*: 0.05 < P < 0.13; 0.12 < FDR < 0.21).

	**Ag**				**SiO2**		
	**Biological pathway**	**NES**	**Rank**	**Biological pathway**	**NES**	**Rank**
**Positive enrichment**	Ribosome	7.179	1	Ribosome	6.864	1
	Proteasome	4.731	2	Proteasome	3.682	2
	Rna transport	4.484	3	Aminoacyl-trna biosynthesis	3.296	3
	Spliceosome	4.453	4	Oxidative phosphorylation	2.986	4
	Oxidative phosphorylation	4.320	5	Carbon metabolism	2.969	5
	Aminoacyl-trna biosynthesis	4.078	6	Rna transport	2.955	6
	Ribosome biogenesis in eukaryotes	3.661	7	Pyruvate metabolism	2.724	7
	Nucleotide excision repair	3.643	8	Rna polymerase	2.439	8
	Carbon metabolism	3.458	9	Fanconi anemia pathway	2.337	9
	Glycosylphosphatidylinositol (gpi)-anchor biosynthesis	3.349	10	Ribosome biogenesis in eukaryotes	2.333	10
	Fanconi anemia pathway	3.330	11	Fatty acid metabolism	2.280	11
	Dna replication	3.316	12	Nucleotide excision repair	2.170	12
	Pyrimidine metabolism	3.141	13	Pyrimidine metabolism	2.169	13
	Rna polymerase	3.021	14	Fatty acid degradation	2.160	14
	Mrna surveillance pathway	2.926	15	Rna degradation	2.157	15
	Endocytosis	2.840	16	Valine, leucine and isoleucine degradation	2.144	16
	Rna degradation	2.816	17	Biosynthesis of amino acids	2.140	17
	Mismatch repair	2.762	18	Glycosylphosphatidylinositol (gpi)-anchor biosynthesis	2.087	18
	Homologous recombination	2.747	19	Dna replication	2.066	19
	Peroxisome	2.699	20	Glycolysis / gluconeogenesis	2.065	20
**Negative enrichment**						
	Neuroactive ligand–receptor interaction	−2.490	1	Protein processing in endoplasmic reticulum	−3.896	1
	Wnt signaling pathway	−2.350	2	Endocytosis	−3.374	2
	Lysosome	−2.199	3	Spliceosome	−3.298	3
	Ecm-receptor interaction	−2.180	4	Wnt signaling pathway	−3.199	4
	Phagosome	−2.118	5	Ubiquitin mediated proteolysis	−2.849	5
	Mapk signaling pathway	−1.973	6	Tgf-beta signaling pathway	−2.782	6
	Calcium signaling pathway	−1.921	7	Mrna surveillance pathway	−2.738	7
	Drug metabolism - cytochrome p450	−1.872	8	Mapk signaling pathway	−2.600	8
	Autophagy - animal	−1.726	9	Calcium signaling pathway	−2.248	9
	Age-rage signaling pathway in diabetic complications	−1.713	10	Ecm-receptor interaction	−2.077	10
	Tgf-beta signaling pathway	−1.667	11	Phosphatidylinositol signaling system	−2.068	11
	Glycosphingolipid biosynthesis - globo and isoglobo series	−1.593	12	Notch signaling pathway	−1.951	12
	Erbb signaling pathway	−1.590	13	Autophagy - other	−1.946	13
	Polyketide sugar unit biosynthesis	−1.589	14	Hippo signaling pathway -multiple species	−1.913	14
	Taurine and hypotaurine metabolism*	−1.601	15	Autophagy - animal	−1.866	15
	Glycosaminoglycan degradation*	−1.578	16	Inositol phosphate metabolism	−1.839	16
	Autophagy - other*	−1.450	17	Neuroactive ligand–receptor interaction	−1.828	17
	Hippo signaling pathway -multiple species*	−1.433	18	Phagosome	−1.816	18
	Retinol metabolism*	−1.413	19	Mitophagy - animal	−1.804	19
	Mitophagy - animal*	−1.376	20	Basal transcription factors	−1.700	20

## Discussion

As the use of nanoparticles has increased dramatically in recent years, there is a growing concern regarding their potential impact to environment and human health. In this study, we have systematically evaluated a *C. elegans*-based animal model for nanotoxicity assessment. Our results have shown that Ag and SiO_2_ have the most potent toxic effect on locomotion velocity and growth, as well as reproduction (brood size), but not on neurotoxicity. In this model, the transcriptome profile is concordant with the phenotype characteristic for both exposures (Fig. 8).

The top 20 GO BPs identified by the GSEA were related to various physiological events in the Ag and SiO2 toxicities. The exposure to both nanoparticles downregulated multiple regulatory biological processes, including regulation of locomotion, regulation of reproduction and regulation of cell growth, which was consistent with the phenotype profiling of our study.

Dysfunction of the enriched genes including transcription factor che-1 (che-1) and MiRP K channel accessory subunit (mps-1) (regulation of locomotion), caveolin (cav-1) (regulation of reproductive process), and cyclic nucleotide-gated cation channel (tax-4) and protein let-756 (let-756) (regulation of cell growth), have been previously shown to hinder the worm’s biological events (Uchida et al., 2003; Bianchi et al., 2003; Scheel et al., 1999; Komatsu et al., 1996; Roubin et al., 1999). Inactivation of che-1 (mediating chemotaxis through ASE neurons) and of mps-1 (a voltage-gated pore-forming potassium subunit) impairs neuronal activities such as chemotaxis and locomotion (Uchida et al., 2003; Bianchi et al., 2003). Caveolin-1 (cav-1), identified in the adult germ line and highly expressed in eggs, is required for Ras/MAP-kinase-dependent progression (Scheel et al., 1999). Inhibition of tax-4 and let-756 genes hinders chemosensation and results in larval arrest, respectively (Komatsu et al., 1996; Roubin et al., 1999).

**Figure 7:**
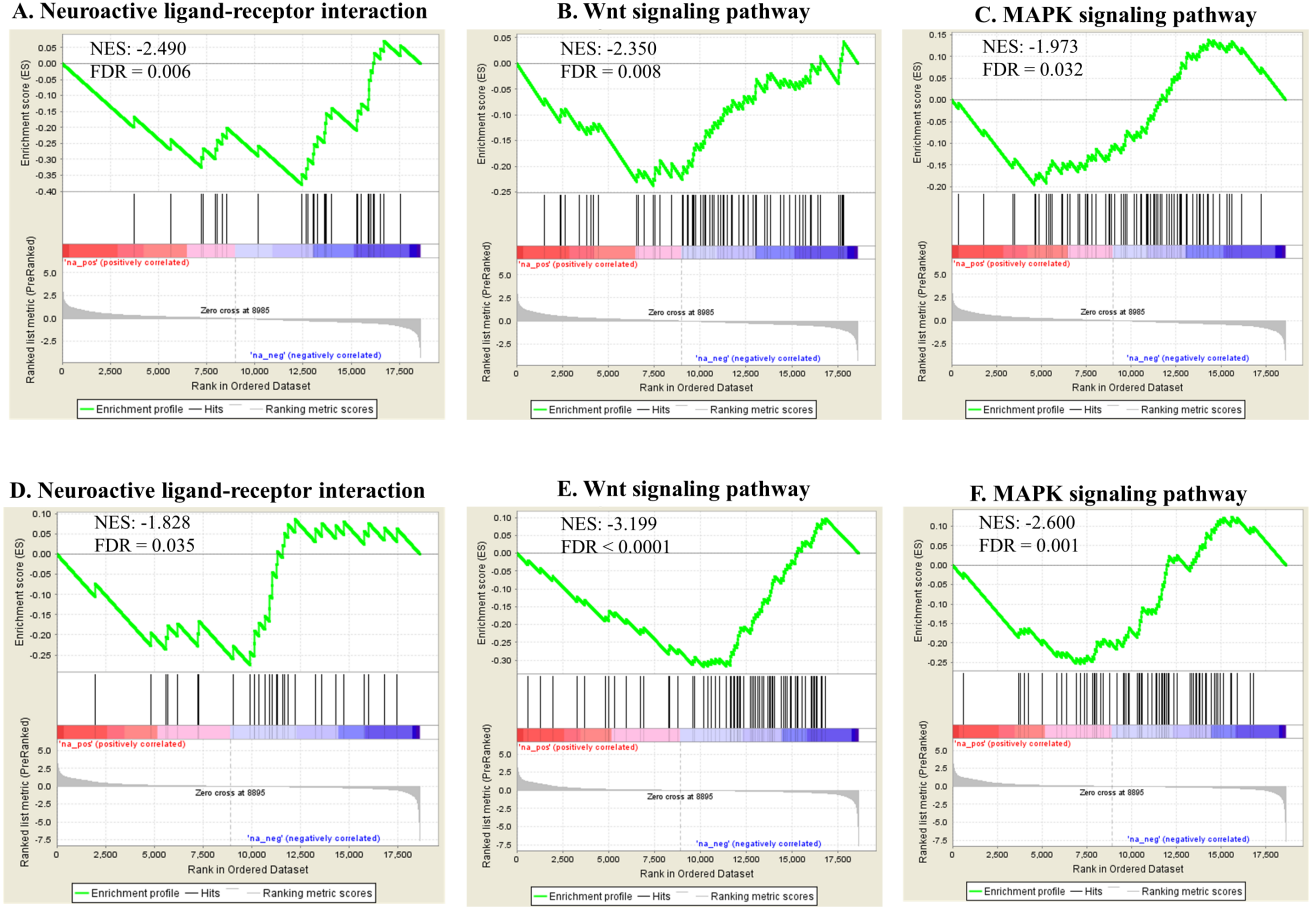
Selected significant KEGG pathways (detected by GSEA). Neuroactive ligand-receptor interaction, wnt signaling pathway and MAPK signaling pathway, negatively enriched based on NES, are shown in the Ag group (A–C) and the SiO2 group (D–F) (FDR < 0.05).

**Figure 8:**
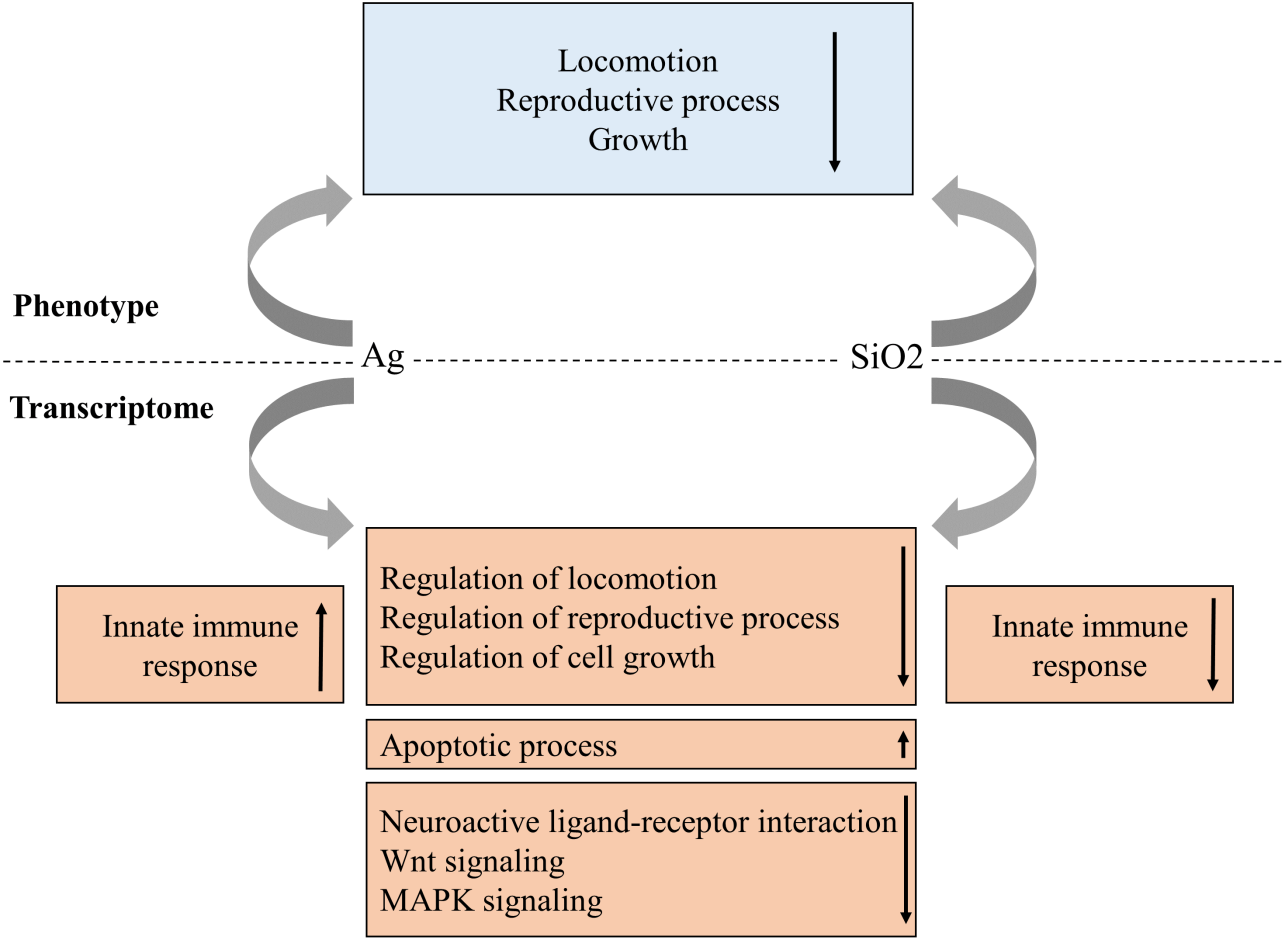
Proposed phenotype and transcriptome relationship in Ag and SiO2 toxicities. The gene enrichment profiles of the biological processes and pathways are concordant with phenotype characteristics for both toxicities. Arrows indicate gene enrichment profiles with negative or positive manner.

Although biological processes reflecting phenotypes were similar between both toxicities in our study, SiO_2_ nanoparticles induced a remarkable downregulation pattern in innate immune response, compared to Ag and Control. 

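Fig. 6 contains 4 C-type lectin genes, clec-41, clec-66, clec-86 and clec-186, and each was lower in SiO2 than in Control at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). clec-66 (WBGene00009397, chromosome II, 12904398 to 12906644) fell from 118 ± 20.2 CPM in Control to 32.7 ± 6.75 in SiO2, a log2 fold change of -1.85 (SE 0.15, adjusted p 1.23e-05, n = 5). In Ag it was also lower, at 66.2 ± 11.3 CPM (-0.82, SE 0.14, adjusted p 0.00495), and the drop in SiO2 was larger by a log2 difference of -1.03 (adjusted p 0.000713). clec-86 (WBGene00016912, chromosome X, 7139875 to 7140566) fell from 62.3 ± 6.05 to 31.6 ± 2.22 CPM in SiO2 (-0.98, SE 0.10, adjusted p 4.68e-05), and it overlaps alh-10 on the other strand. Its change in Ag was in the other direction, 0.49 (SE 0.15, adjusted p 0.0561), with 0.0164 to 0.0688 over the alternatives. clec-186 (WBGene00014138, chromosome IV, 12866109 to 12869080) fell from 48.6 ± 11.2 to 28.4 ± 2.64 CPM in SiO2 (-0.78, SE 0.14, adjusted p 0.00724), and its means in Control and Ag were equal, at 48.4 CPM. clec-41 (WBGene00007153, chromosome V, 13134903 to 13138101) fell from 173 ± 22.8 to 112 ± 26.4 CPM in SiO2 (-0.62, SE 0.15, adjusted p 0.0316), and by 0.34 in log2 units in Ag (adjusted p 0.108), without a difference between the exposures (adjusted p 0.307). Its adjusted p in SiO2 ranged from 0.00322 to 0.0656 over the alternatives and from 0.00604 to 0.0796 with a sample left out. In the whole clec family 12 of 212 tested genes were lower and 9 higher in SiO2, and 12 of 210 lower and 3 higher in Ag. Over 19 settings 10 to 28 genes were lower and 4 to 14 higher in SiO2. In Ag 7 to 19 were lower and 2 to 7 higher. The family score changed by -0.26 in SiO2, below the Control mean in 5 of 5 samples (exact permutation p 0.0079, adjusted 0.0363). In Ag it changed by -0.12 (exact permutation p 0.317). The exact permutation p in SiO2 reached 0.0556 over the alternatives and with a sample left out. Camera gave the family an adjusted p of 0.129 in SiO2. As for the Fig. 6 genes, an earlier stage of the SiO2 worms was not ruled out.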

In particular, several C-type lectins, which are known to be important components in innate immunity (Mayer, Raulf & Lepenies, 2017), appeared to be exclusively downregulated by SiO_2_ nanoparticles. The subject of nanoparticle exposure and the effects on immune system has been an active research area (Boraschi et al., 2017). Exposure to nanoparticles has been linked to changes in the immune response such as inflammation, hypersensitivity and immunosuppression and has been shown to induce such responses through antigen-presenting cells in humans, highlighting the interaction between nanoparticles and the innate immune response (Alsaleh & Brown, 2018). Biocoronas, formed by the interaction of the nanoparticle surface with proteins and lipids, are highly reactive immunologically and have recently gained the attention of regulatory agencies (Shannahan, 2017).

The top 20 significant KEGG pathways identified in both exposure studies are similar to the findings based on GO BPs. In particular, the regulatory biological pathways linked to phenotypes, including neuroactive ligand–receptor interaction (relates to locomotion Inoki et al., 2016), wnt and MAPK signaling pathways (relates to reproduction and cell growth (Inoki et al., 2016; Hernandez Gifford, 2015; Zhang & Liu, 2002; Andrade et al., 2014)), were found to be downregulated in both experiments. 

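TGF-beta signaling, with 38 members, had an NES of -1.65 in Ag and -2.61 in SiO2 against random gene sets, with adjusted permutation p of 0.0335 and 0.000259. Only 28.9% of the members had positive log2 fold changes in Ag and 18.4% in SiO2. Its score per sample was 1.65 ± 0.06 in Control and 1.44 ± 0.09 in Ag, a difference of -0.21, and in SiO2 the difference was -0.18. All 5 exposed samples lay below the Control mean in each comparison, with an exact permutation p of 0.0079 and an adjusted p of 0.0363. The correlation between members was low (0.0238 in Ag and 0.0285 in SiO2), and the camera adjusted p was 0.128 in both. The NES in Ag ranged from -2.34 to -1.44 over the alternatives, with adjusted permutation p from 0.000677 to 0.139. Interactions between pathways by ClueGO were not analysed here.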

The pathway interaction analysis by ClueGO showed that wnt signaling pathway was interacting with tgf-beta pathway which was also enriched with significantly negative NES in both toxicities. These signaling pathways are known to interact with each other and control adult tissue homeostasis (Warner, Greene & Pisano, 2005). The downregulation of genes involved in neuroactive ligand receptor interaction likely to be responsible for the changes in locomotion.

The genes within the top 5 enriched gene category in the indicated pathways, commonly observed in both toxicities, were tachykinin receptor family (tkr-2), serotonin/octopamine receptor family (ser-1) (neuroactive ligand–receptor interaction pathway), skp1 related (ubiquitin ligase complex component, skr-8, skr-10, skr-12) (wnt signaling pathway), and protein ver-1 (ver-1) and heat shock protein (hsp 70) (MAPK signaling pathway). The proteins encoded by tachykinin receptor and ser-1 genes regulate locomotion via mediate neurotransmission and indirect modulation of neuromuscular circuits, respectively (Pennefather, 2004; Dernovici et al., 2007). The proteins encoded by skp1 related genes (such as skr-8 and skr-10) are known to be a core element of SCF ubiquitin-ligase complexes and involved in posterior body morphogenesis, embryonic and larval development, and cell proliferation in *C. elegans* (Nayak et al., 2002). Putative vascular endothelial growth factor receptors (VERs) of *C. elegans* and Hsp70 chaperones act in the PVF-1 signalling pathway for ray 1 positioning (in the male worms) and mediate protein folding, influencing various regulatory proteins, respectively (Dalpe et al., 2013; Mayer & Bukau, 2005). Overall, these genes may play significant roles on locomotion, reproduction and cell growth in response to nanotoxicity.

Apart from the many similarities observed between the two nanoparticle effects, Ag and SiO_2_ also showed opposite effects on some of the top 20 enriched biological pathways. Spliceosome, mRNA surveillance and endocytosis pathways were enriched with positive NES in Ag, but with negative NES in SiO2, despite no obvious phenotypic differences were observed in our studies.

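The NES of the spliceosome (111 members) was 4.47 in Ag and -3.28 in SiO2, that of mRNA surveillance (69 members) 2.95 and -2.84, and that of endocytosis (104 members) 2.96 and -3.37. In all 6 cases the permutation p was 0.0001, the smallest that 10000 random sets allow. Fold changes of the members were small, with a median log2 fold change of 0.08 in Ag and 0.003 in SiO2 for the spliceosome, and 51.3% of its members positive in SiO2. Scored per sample, the spliceosome was at 2.26 ± 0.15 in Control and 2.36 ± 0.16 in Ag (exact permutation p 0.31), and changed by -0.04 in SiO2 (exact permutation p 0.651). Endocytosis changed by 0.05 in Ag and -0.05 in SiO2, with exact permutation p of 0.373 and 0.349. mRNA surveillance changed by 0.02 (exact permutation p 0.865) and -0.07 (exact permutation p 0.452). SiO2 and Ag samples, compared directly, differed by -0.14 for the spliceosome, -0.10 for endocytosis and -0.09 for mRNA surveillance, with exact permutation p of 0.19, 0.111 and 0.405. Members varied together between the samples, with an average correlation of 0.575 for the spliceosome in Ag, and the camera adjusted p lay at 0.877 for that set. The sign of the spliceosome NES in SiO2 changed when Control replicate 5, SiO2 replicate 11, SiO2 replicate 13 or SiO2 replicate 15 was left out, reaching 3.72, and with the Kallisto estimates it was 2.91. Endocytosis in Ag changed sign without Ag replicate 9 (-2.64). From the opposite signs the paper states that the 2 particles had opposite effects on these pathways.

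**Figure D3:**
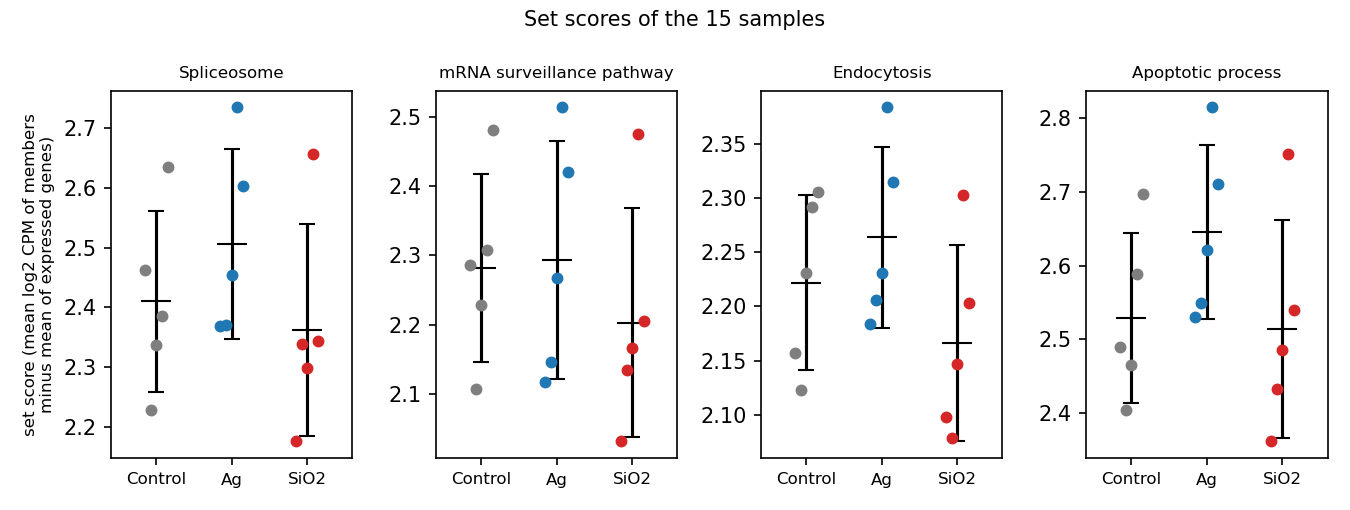
Score per sample of the spliceosome, mRNA surveillance, endocytosis and apoptotic process sets in Control, Ag and SiO2, 5 samples each, with mean and SD. A score is the mean log2 CPM of the members minus the mean over expressed genes of the sample.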

Comparison of the transcriptomics changes during Ag and SiO_2_ exposures with the findings in previous studies on metal toxicities indicated that metallothionein-2 (mtl-2), a commonly observed responsive gene to the metal toxicities (conserved in *C. elegans* and mammals) (Caito et al., 2012; Cui et al., 2007; Roh, Lee & Choi, 2006; Kumar et al., 2015; Anbalagan et al., 2012), was up-regulated in these groups (FDR =0.002 for Ag, FDR = 0.043 for SiO2), which further confirmed the effectiveness of the model.

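mtl-2 (WBGene00003474, chromosome V, 14018270 to 14018673) rose from 130 ± 13.1 CPM in Control to 208 ± 65.7 in Ag and from 131 ± 15.8 to 182 ± 42.7 in SiO2, the Control values differing only by the normalization of each comparison. The log2 fold change was 0.68 in Ag (SE 0.16), with an adjusted p of 0.0242 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and all 5 Ag samples lay above all controls. In SiO2 it was 0.47 (SE 0.15, adjusted p 0.109, n = 5), and its exact permutation p was 0.048. The exposures did not differ from each other (SiO2 minus Ag -0.20, adjusted p 0.519). By the likelihood ratio test with tagwise dispersions the adjusted p was 0.00261 in Ag and 0.0501 in SiO2. Over all alternatives it ranged from 0.00181 to 0.0551 in Ag and from 0.0501 to 0.232 in SiO2, and the Kallisto estimates moved the fold changes most, to 0.92 and 0.66. With a sample left out the adjusted p ranged from 0.0131 to 0.0656 in Ag and from 0.00774 to 0.251 in SiO2.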

Ag and SiO_2_nanoparticles have been shown to affect locomotion velocity in *C. elegans* N2, as previously described (Jung et al., 2015). In addition, Ag and SiO_2_ have been shown to reduce brood size, according to several studies (Kleiven et al., 2018; Wu et al., 2013; Pluskota et al., 2009). In contrast, we did not observe a significant decrease in brood size to exposure to 10 and 50 µg/ml of TiO_2_ nanoparticles, as observed by Wu et al. (2013), indicating differences in our conditions, as these authors saw a slight decrease in progeny production when using these nanoparticles in the µg/l concentration range. The effects of the other nanoparticles used in this study (i.e., CuO, Al_2_O_3_, and CeO_2_) are relatively unknown based on the literature. In terms of neurotoxicity experiments, as determined by the number of head thrashes per minute in our study, our results differ from published results (Wu et al., 2013; Pluskota et al., 2009; Piechulek & Von Mikecz, 2018) which show that Ag and SiO_2_ are neurotoxic at lower concentrations than the ones used in this study, although SiO_2_ nanoparticles were found to have a modest effect at 50 µg/ml on neurotoxicity under our conditions. Indeed, we noticed that many neuron system-related BPs or pathways were enriched with negative NES in both Ag and SiO2 groups appear to have limited influence on head thrashing in our analysis. Additionally, our study is different compared to the indicated studies, as we only looked at the effect of nanoparticles incubated from the L1 stage to the adult day one stage. We observed that CeO_2_, Al_2_O_3_ and CuO nanoparticles had significant neurotoxicity at 10 µg/ml, as determined by the decrease in number of head thrashes per minute, which is a novel observation. The reported differences in this study may be because the Ag and SiO_2_ nanoparticles used in our study were confirmed to have a spherical shape under the manufacturer’s test conditions (Table 1), whereas the others (TiO_2_, CeO_2_, Al_2_O_3_ and CuO) were unconfirmed to adopt any shape at all. Further study is required to elucidate the answer to this question. It was shown that co-feeding nanoparticles with *E. coli* OP50 in S-medium leads to the uptake of these nanoparticles through the pharynx and absorption through the gut (Piechulek, Berwanger & Von Mikecz, 2019). We speculate this to be true as well under our conditions. Silica (SiO_2_) nanoparticles were shown to inhibit the peptide transporter OPT-2/PEP-2, present on the apical layer of the intestinal membrane in *C. elegans* (Piechulek, Berwanger & Von Mikecz, 2019). Inhibition of the OPT-2/PEP-2 transporter leads to the accumulation of silica nanoparticles in gut granules, indicating they are taken up within the organism. Fang-Yen et al. showed that particles with a diameter range of 0.5 µm to 3 µm are taken up by the pharynx (Fang-Yen, Avery & Samuel, 2009). We propose that this size range is circumvented when nanoparticles are co-fed with *E. coli* OP50 to gain access to the gut for absorption.

The observed effects in the various experiments can be either nanoparticle-specific or compound-/element-specific. Nanoparticles, ranging from 1 to 100 nm in size, are larger than their elemental constituents, which are metal cations under our experimental conditions. We reason that the observed effects in the various experiments and RNAseq analysis are due mainly to nanoparticles, although nanoparticles, such as Ag, release positively-charged ions upon incubation in liquid media and the proportion of released cations is small (Lekamge et al., 2018). In addition, metal oxide nanoparticles tend to release ions into liquid medium depending on the cationic metal charge (Simeone & Costa, 2019). For example, where Z is the oxidation number of the metal cation, oxides of nanoparticle cations with Z ≤ 2 dissolve more than 10%, whereas this fraction is reduced to less than 1% for nanoparticle oxides of cations with Z >3 (Simeone & Costa, 2019). According to this relationship, we would expect that less than 1% of the metal oxide nanoparticles used in our study to be dissolved, except for CuO nanoparticles which has a metal cation Z value of 2. As evidence for our reasoning, the WormExp enrichment analysis identified the “Ag NPs” term (Data S2).

To address whether the nanoparticles used in our study affected *E. coli* OP50 growth and thus C. elegans feeding, we incubated *E. coli* OP50 with 50 µg/ml of each nanoparticle in S-medium (Fig. S2). Compared to *E. coli* OP50 alone, the treated *E. coli* OP50, with the highest concentration of nanoparticles (50 µg/ml), demonstrated only slight growth defects, as determined by measuring bacterial density (Fig. S2). Antimicrobial nanoparticles, such as Ag nanoparticles, are antimicrobial as they interact with bacterial membranes and proteins through the released metal cations (Sondi & Salopek-Sondi, 2004). However, this effect seems to be minimal under our experimental conditions (Fig. S2), likely due to the low dissolution rate of Ag^+^ cations (Lekamge et al., 2018). Ag nanoparticles had only a major effect on bacterial density after five days compared to the other nanoparticles tested (Fig. S2). The same was observed for CuO nanoparticles (Fig. S2). Therefore, a constant source of *E. coli* OP50 food, as determined by bacterial density, was available during the course of the various experiments.

## Conclusions

The aim of this study was to evaluate the effects of various nanoparticles on *C. elegans* using standard phenotyping assays and characterize transcriptomics changes of the worms exposed to selected nanoparticles (which showed the toxic effects for the majority of the parameters tested). With all these observations, we provide a novel angle to study the toxicity of nanoparticles on organisms, by exploring the mode of action of Ag and five metal oxide nanoparticles on different life history endpoints in *C. elegans*. To the best of our knowledge, this is the first study that integrates phenotype screening with RNAseq to investigate nanotoxicity in intact animals using *C. elegans*. Our RNAseq data not only confirmed positive enrichment of apoptotic process as reported in the literature (McShan, Ray & Yu, 2014; Clement & Jarrett, 1994; Kim et al., 2015), it also revealed that toxicities induced by both nanoparticles have down-regulated genes in multiple important regulatory biological processes and pathways, with opposite effects on innate immunity.

##  Supplemental Information

10.7717/peerj.8684/supp-1 Figure S1 PCA analysis Sample distribution****for each toxicity group (in comparison with control) is shown. Click here for additional data file.

10.7717/peerj.8684/supp-2 Figure S2 Effect of tested nanoparticles on *E. coli* OP50 *E. coli* OP50 was grown in 50 µg/ml of CeO^2^, Ag, SiO^2^, TiO^2^, Al^2^O^3^ and CuO nanoparticles in S-medium in a 12-well plate at 21 °C. Bacterial density was measured by taking the OD_595 nm_ values of three independent wells. Statistical significance, after five days incubation, is indicated with an asterisk. * *P* < 0.05, *** *P* < 0.01, **** *P* < 0.0001, compared to *E. coli* OP50 alone. Click here for additional data file.

10.7717/peerj.8684/supp-3 Data S1 Differentially expressed genes by edgeR in Group Ag and Group SiO_2_ A total of 2648 genes were differentially expressed in Group Ag and a total of 1087 genes were differentially expressed in Group SiO2, in comparison with Control (FDR < 0.05). 

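The SiO2 sheet of Data S1 lists 1087 genes, 721 higher and 366 lower than Control, and all of them had a log2 fold change of the same sign here. Across these genes, which are not independent replicates, the median absolute difference from the log2 fold changes of the paper was 0.03. Of the 1087 genes, the edgeR quasi-likelihood test called 538 at an adjusted p under 0.05 (49.5%), the likelihood ratio test 1011 (93%) and DESeq2 899 (82.7%). The Ag sheet as read here holds the 1998 genes with the smallest p of the 2648 in the paper, so its shares cannot be set beside those of SiO2; 1995 were matched and had the same sign. Of those, 1503 were called by the quasi-likelihood test (75.3%), 1993 by the likelihood ratio test (99.9%) and 1910 by DESeq2 (95.7%).
A rule fixed beforehand picked genes to name: an adjusted p under 0.05, a change of at least 2-fold, a mean of at least 1 CPM and all 5 exposed samples on one side of all controls. It was met by 201 genes in Ag (114 higher, 87 lower) and 165 in SiO2 (112 higher, 53 lower), and the 3 with the smallest p in each direction are given, with adjusted p by the edgeR quasi-likelihood test. In Ag the lower genes were R08F11.4, nemt-1 and fil-1. R08F11.4 (WBGene00019968, chromosome V, 3803839 to 3805527) fell from 17.6 ± 2.33 to 0.89 ± 0.25 CPM, a log2 fold change of -4.27 (SE 0.19, adjusted p 9.31e-09), and stayed at 18.6 ± 4.60 CPM in SiO2 (0.07, adjusted p 0.892). nemt-1 (WBGene00009879, chromosome IV, 9318148 to 9319439) fell from 25.3 ± 5.06 to 3.53 ± 1.38 CPM (adjusted p 2.12e-05) and overlaps rpn-7 and F49C12.11 on the other strand. fil-1 (WBGene00011321, chromosome V, 14993838 to 14995207) changed by -2.41 (SE 0.25, adjusted p 0.000146) in Ag and by -1.01 (adjusted p 0.0248) in SiO2. The higher genes in Ag were F09C12.2 (WBGene00017277, 2.72 ± 0.75 to 17.7 ± 5.09 CPM, 2.70), cth-1 (WBGene00009048, 15.4 ± 1.37 to 42.0 ± 7.02 CPM, 1.44) and F18E3.13 (WBGene00045276, 4.51 ± 0.89 to 14.0 ± 2.16 CPM, 1.63). In SiO2 pals-5 (WBGene00007659, chromosome I, 13130813 to 13132466) fell from 7.40 ± 1.06 to 1.21 ± 0.34 CPM (-2.59, SE 0.20, adjusted p 8.01e-06), B0507.8 (WBGene00015225) from 23.5 ± 3.32 to 5.67 ± 1.78 CPM (-2.05, adjusted p 2.33e-05), and the remaining gene was clec-66. Higher in SiO2 were Y47D7A.15 (WBGene00021627), from 0.70 ± 0.33 to 12.4 ± 4.42 CPM (4.10, SE 0.32, adjusted p 8.01e-06), bli-6 (WBGene00000256), from 1.54 ± 0.59 to 16.8 ± 6.14 CPM (3.44, SE 0.29, adjusted p 1.23e-05), and rol-1 (WBGene00004394), from 0.36 ± 0.24 to 10.5 ± 6.35 CPM (4.78, SE 0.44, adjusted p 2.64e-05).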

Click here for additional data file.

10.7717/peerj.8684/supp-4 Data S2 Gene ontology enrichment by GSEA and GOATOOLS and newly determined term enrichment by WormExp Enriched biological processes showing up- and down-regulation patterns are shown for both Ag and SiO2 groups (*P* < 0.05). Genes with description for the top 20 enriched biological processes are provided. Click here for additional data file.

10.7717/peerj.8684/supp-5 Data S3 KEGG pathway enrichment by GSEA Enriched biological pathways showing up- and down-regulation patterns are shown for the Ag and SiO2 groups (*P* < 0.05). Genes with description for the top 20 enriched biological pathways are provided. Click here for additional data file.

10.7717/peerj.8684/supp-6 Supplemental Information 1 Raw data for Fig. S2 E. coli OP50 growth, measured at OD 595 nm, is shown with tested nanoparticles. Click here for additional data file.

10.7717/peerj.8684/supp-7 Supplemental Information 2 Raw data/raw numbers for Figs. 1–4 Raw data/raw numbers for locomotion velocity, body length, reproduction capacity and neurotoxicity for Figs. 1–4 are provided, respectively. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

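The samples were total RNA of whole C. elegans N2 worms in 3 groups, Control, Ag and SiO2 (10 µg/ml each), with 5 samples per group and 15 in all. Every sample is a separate biological replicate, and replicates are numbered without a break across the groups. No paired analysis was possible because the groups share no replicate numbers. Of the nanoparticles tested for phenotypes only Ag and SiO2 have RNA samples, and the phenotype assays were not analysed here.

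The authors trimmed single-end reads of 100 bases with Trim Galore, aligned them to WBcel235 with HISAT2 and made the deposited counts per gene with HTSeq in its intersection-strict mode on Ensembl release 91. These counts are whole numbers of reads, without normalization or length correction. The deposited estimated counts per gene come from Kallisto followed by tximport according to the sample labels, and 70860 of their cells are not whole numbers. The parameters of Kallisto and tximport are not described in the paper's text, and the estimates were rounded to whole numbers where a test needs counts. Both tables cover the same 46778 genes, no pair of samples had identical counts, and samples were joined to columns by the sample numbers in the labels.

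Gene symbols, positions and overlaps were taken from Ensembl release 115 of WBcel235, later than the release used for counting, and 46603 of the 46778 genes were found there, 43818 of them with a symbol. NCBI gene IDs were matched through WormBase IDs for 46050 of 46926 NCBI genes. Reads assigned to genes per sample ranged from 16560734 to 24296570. With about 20 reads per sample at 1 CPM, a single sample gives a gene of that level only a coarse value, so genes under 1 CPM were tested but not picked for naming.

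Differential expression used edgeR 4.0.16 in R 4.3.3. The fit behind the values in the text took the 10 samples of an exposure and Control, genes with a total of at least 3 counts, TMM normalization and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over all tested genes and calls at an adjusted p under 0.05. The comparison of SiO2 with Ag came from a fit of all 15 samples with 3 groups. Standard errors of log2 fold changes were derived from the fold change and the square root of F. For single genes with 5 samples per group the exact permutation test over the 252 arrangements of 10 samples was added, whose smallest p is 0.0079. That test used CPM scaled over all genes of the table and the fit used those tested, so closely spaced samples can change order between the 2.

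Gene sets followed the member lists printed in the supplement of the paper where these were complete (neuroactive ligand-receptor interaction, Wnt, MAPK, TGF-beta, spliceosome, mRNA surveillance, endocytosis and apoptotic process). In the supplement the heading of the list read here as mRNA surveillance (69 members) and that of mitophagy (29 members) appear exchanged in 1 sheet. The lists were assigned by their lengths, after the set sizes that the supplement states. Ribosomal proteins, proteasome subunits, aminoacyl-tRNA synthetases, collagens and cuticle genes, vitellogenins, major sperm proteins and C-type lectins were collected by symbol. Genes were ranked by log2 fold change, and the classic running sum of GSEA was compared with 10000 random gene sets, on both sides, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The p-values were adjusted over 22 pairs of set and exposure. Set scores were the mean TMM log2 CPM (prior count 2) of the members minus the mean over genes passing filterByExpr in the same sample, compared by exact permutation and adjusted over 32 scores. Camera of limma 3.58.1 tested the same sets with the correlation between members estimated from the samples. Principal components used log2 CPM of the tested genes, and the pseudo-F ratio was tested by exact permutation.

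The comparisons, rules and alternatives were written down before the data were examined, apart from the tests, limits and conditions stated below as set later. Alternatives for calls were the likelihood ratio test with tagwise dispersions, DESeq2 1.42.0, only genes passing filterByExpr, every gene with at least 1 count, RLE normalization, library size only, the Kallisto estimates, all 15 samples in one fit (for the comparison of SiO2 with Ag, its 2 groups alone) and leaving out each sample. For the NES they were weighting by the fold change, ranking by the signed root of F, filterByExpr genes and the Kallisto estimates. For the set scores they were the median in place of the mean, no subtraction of the sample's mean, and the Kallisto estimates. For principal components they were the 500 most variable genes, filterByExpr genes and the Kallisto estimates. Limiting genes to those matched to an NCBI gene ID was added after the values had been seen.

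Genes named are those the paper names, the 4 C-type lectins of Fig. 6, and per exposure the 3 higher and 3 lower genes with the smallest p among those with an adjusted p under 0.05, a change of at least 2-fold, a mean of at least 1 CPM and all 5 exposed samples on one side of all controls. The genes col-179, nlp-33 and thn-1 are named as the Fig. 6 genes called higher in SiO2, and the genes that changed in opposite directions in the 2 exposures are named as such. A sample far from the other 4 of its group was sought with Dixon's ratio in 141 groups of values.

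The steps were tested on simulated data. In 5 runs of 20338 to 20371 genes with 200 planted changes the quasi-likelihood test recovered 92.3% (99.2% of 4-fold and 85.4% of 2-fold changes), and 6.29% of its calls were false. The likelihood ratio test recovered 94.3% with 14.7% false, and DESeq2 93.9% with 13.7% false. With nothing planted 4.65% of genes had p under 0.05 and the adjusted calls numbered 0 of 20328. Set scores of 500 random sets had an exact permutation p under 0.05 in 6% of cases, and the enrichment test in 4.55% of 2000 random sets. A set gathered in the middle of the ranking, with no change planted, had an NES of 4.03, so a large NES does not by itself mean that members lie at an end of the ranking. Running sums computed by brute force differed in 0 of 200 cases.

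Not analysed here were the share of reads mapped, the Gene Ontology sets for locomotion, reproductive process and cell growth, the full innate immune set, the RNA transport pathway, the comparisons with other expression studies and the pathway network. The GC content of genes was not tested because no genome sequence was used here. Figures were drawn with matplotlib 3.10.9.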

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

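For the major sperm protein and vitellogenin genes the tests of stage, library size and share of the 10 highest genes were written down only after their outcome had been seen. Their tests of counting method, thinned libraries, single samples and gene length, and those of thinned libraries, single samples, gene length and shared variation for the collagens, were chosen after the pattern was seen but before they were run. The collagen tests of stage, library size and counting method were set in advance, but the vitellogenin score was taken to decide nothing in SiO2 only after its p had been seen, and overlapping library totals only after the totals had been seen.

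Dixon's ratio was computed in 141 groups of 5 values, for the named genes and the set scores, and 5 groups held a sample far from the other 4. By chance alone 1 in 20 groups would be expected to hold one, so these 5 are no more than chance would bring. For cav-1 in SiO2 (ratio 0.79) replicate 15 was at 296 CPM and the others at 377 to 402; without it the log2 fold change was -0.23 in place of -0.30. For mtl-2 in Ag (ratio 0.82) replicate 8 was at 325 CPM and the others at 171 to 192; without it the log2 fold change was 0.46 in place of 0.68, and the adjusted p by the edgeR quasi-likelihood test was 0.0131. For tax-4 in Control (ratio 0.731) replicate 5 was at 1.39 CPM, 24 counts, and the others at 2.11 to 2.44. For tkr-2 in Control (ratio 0.892) replicate 2 was at 3.37 CPM, 63 counts, and the others at 1.85 to 1.98; without it the log2 fold change in Ag was -0.62 in place of -0.82, with an adjusted p of 0.226. For the score of the Fig. 6 genes in Ag (ratio 0.771) replicate 8 scored 1.497 and the others 0.97 to 1.08; without it the difference from Control was 0.13 in place of 0.22. Ag replicate 8 accounts for 2 of the 5, and its library total, 16560734, was the lowest of the 15. The tax-4 and tkr-2 values rest on few reads. All samples were kept, and the cause was not tested.

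The collagen and cuticle genes, which the paper does not discuss, scored higher in SiO2 than in Control, from -1.39 ± 0.30 to -0.70 ± 0.22, a difference of 0.69 (0.6878) in 5 of 5 samples. The exact permutation p was 0.0079, the smallest possible, and 0.0363 after adjustment over 32 scores, while camera gave an adjusted p of 0.129. Of 152 col- genes tested 42 were called higher in SiO2, with a median log2 fold change of 0.45 (0.38 to 0.54 over 19 settings); in Ag 3 of 153 were higher and 5 lower. The difference between SiO2 and Ag was 0.62, with an exact permutation p of 0.0159 (adjusted 0.0848). An earlier stage of the SiO2 worms would lower the vitellogenin score; that score was 0.1353 higher, but with an exact permutation p of 0.667 and a range of -0.071 to 0.29 with a sample left out, so it cannot decide. Library totals of 4 of the 5 SiO2 samples lay within the range of Control, which alone decides nothing; with every library thinned at random to the lowest total of the 15 the difference was 0.6805 (exact permutation p 0.00794). With the Kallisto estimates the difference was 0.6668, the lowest of the 3 alternatives for set scores, and the highest was 1.298. The largest exact permutation p on leaving out 1 sample was 0.0159, so no single sample carries it. Among 2425 genes of like length outside the set the median log2 fold change was 0.0181. Adjusted for the spliceosome score, which tracks variation shared by the samples, the difference was 0.632 (exact permutation p 0.00794). The difference therefore cannot be told apart from an earlier stage of the SiO2 worms, and GC content was not tested. RNA from worms staged one by one would separate the 2.

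The 30 major sperm protein genes, also outside the paper's discussion, scored higher in both exposures. In Ag the difference was 0.9315 (from -3.13 ± 0.38 to -2.19 ± 0.76, exact permutation p 0.0317, adjusted 0.0845). In SiO2 it was 0.9781 (from -3.08 ± 0.38 to -2.10 ± 0.39, exact permutation p 0.0238, adjusted 0.0762). In each comparison 5 of 5 exposed samples lay above the Control mean. The number of msp- genes called higher depended on the setting, 0 to 22 in Ag and 1 to 26 in SiO2, and the median log2 fold change was positive in all, from 0.71 to 1.32 in Ag and 0.99 to 1.28 in SiO2. In the main setting 10 of the 30 were called higher in Ag and 20 in SiO2. The vitellogenin score, 0.5626 higher in Ag, does not point to an earlier stage there; in SiO2, at 0.1353 higher with an exact permutation p of 0.667, it cannot decide. Library totals within the range of Control numbered 3 of 5 in Ag and 4 of 5 in SiO2, which alone decides nothing, since Ag replicate 8 has both the lowest total and the highest score, -0.969. With every library thinned at random to the lowest total of the 15 the differences were 0.9341 in Ag and 0.9838 in SiO2 (exact permutation p 0.0317 and 0.0159). The Kallisto estimates gave 1.069 and 1.041. Leaving out 1 sample raised the exact permutation p to at most 0.0635 in Ag, so the Ag difference may rest on a single sample, and to 0.0397 in SiO2. For gene length there were only 5 and 6 matched genes, with medians of 0.0438 and 0.14, too few to judge; the limit of 20 genes was set after that number was known. The genes are near-identical paralogs with a correlation of 0.925 between members in Ag, so they behave as 1 observation. Unequal depth and the counting method thus do not fully account for either difference. Neither can be told apart from an effect of gene length, nor the SiO2 difference from an earlier stage.

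The 6 vitellogenin genes scored 0.5626 higher in Ag, from 5.99 ± 0.20 to 6.55 ± 0.20, in 5 of 5 samples, with an exact permutation p of 0.0079, the smallest possible, and an adjusted p of 0.0363; in SiO2 the difference was 0.14 (exact permutation p 0.667). Camera gave an adjusted p of 0.128. In Ag 4 of the 6 were called higher in the main setting and 1 to 4 over all settings, with a median log2 fold change of 0.52 to 0.63. Totals of 3 of the 5 Ag libraries lay within the range of Control, which alone decides nothing; thinned to the lowest total they gave a difference of 0.5592 (exact permutation p 0.00794). As to composition, 4 of the 5 had a share of counts in their 10 highest genes within that range. The Kallisto estimates gave 0.5555, the largest exact permutation p without 1 sample was 0.0159, and 25 genes of like length had a median log2 fold change of -0.0432. Vitellogenin RNA rises with age in young adults, so worms slightly older in the Ag wells, or a response to Ag, could both give this. In the paper's body length assay worms at 10 µg/ml Ag were shorter than controls, which does not point to older worms. That assay used other worms and measures growth, so it cannot decide their age. Older worms and a response to Ag cannot be told apart without a record of age per well.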

How the results depend on the processing

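The alternatives were set in advance, apart from limiting genes to those with an NCBI gene ID, which was chosen only after the results had been seen and gave 1603 genes for Ag and 550 for SiO2. A count is moved when it changes more than 1.5-fold; other values are weaker or stronger when they cross the adjusted p or exact permutation p of 0.05, and reversed when the sign changes. Of the NES values over all settings 295 stayed the same, 21 became weaker and 14 reversed; of the set scores 363, 23 and 20, with 10 stronger; of the fold changes of single genes 836, 24 and 10, with 26 stronger; of the counts 82 stayed and 42 moved. For the principal components each exposure had 3 alternatives and 10 fits without a sample: the pseudo-F ratio ran from 2.34 to 4.14 in Ag and from 2.33 to 6.18 in SiO2, with an exact permutation p of at most 0.0159 and 0.0079, the smallest possible.

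The numbers of called genes moved with the choice of test, with the samples fitted together and with single samples left out. The likelihood ratio test gave 2763 for Ag, 1095 for SiO2, 1474 between the exposures and 352 shared, against 1604, 551, 720 and 108. DESeq2 gave 3167, 995, 1647 and 375. On simulated data with 200 planted changes of 2- or 4-fold, both had a larger share of false calls than the quasi-likelihood test. The shares were 14.7% and 13.7% against 6.29%. Such a share depends on how many genes change and by how much, so these percentages do not carry over to the calls here. Fitting all 15 samples together brought SiO2 down to 222 and the shared genes to 57, and using only the 2 groups in the comparison of SiO2 with Ag gave 409. Leaving out samples gave 353 to 1833 for Ag (without Control replicate 3 and Control replicate 5), 251 to 853 for SiO2 (without Control replicate 1 and SiO2 replicate 15), 392 to 2052 between the exposures (without SiO2 replicate 13 and SiO2 replicate 14) and 23 to 188 shared. The Fig. 6 genes lower in Ag went from 4 to 10.

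Weighting the enrichment by the log2 fold change left few NES values distinct from random sets. In Ag it gave -1.154 for Wnt, -0.5202 for MAPK, -1.436 for TGF-beta, 1.348 for the spliceosome, 0.6643 for endocytosis and -1.125 for mRNA surveillance, the last reversed. In SiO2 it gave -0.6375 for neuroactive ligand-receptor interaction, -0.8101 for Wnt, -0.5752 for MAPK, -1.385 for TGF-beta, -0.6099 for the spliceosome, -0.8243 for mRNA surveillance, -0.7721 for endocytosis, 0.5281 for apoptotic process, 1.318 for the proteasome and 1.303 for the aminoacyl-tRNA synthetases. The Kallisto estimates reversed the spliceosome in SiO2, to 2.908. With a sample left out the NES ranged from -2.364 to 2.115 for MAPK, -1.829 to -1.436 for TGF-beta and -2.642 to 3.36 for endocytosis in Ag. In SiO2 it ranged from -2.549 to -1.38 for neuroactive ligand-receptor interaction, -4.501 to 3.72 for the spliceosome, -5.62 to 4.983 for apoptotic process and -2.689 to 4.129 for the proteasome. The 5 NES values whose sign depends on a single sample are not stable findings in either direction.

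Among set scores, the median in place of the mean gave -0.401 for neuroactive ligand-receptor interaction in Ag (stronger), -0.1074 for the Fig. 6 genes in Ag (reversed), 0.2416 for the aminoacyl-tRNA synthetases in Ag (weaker), and in SiO2 -0.075 for Wnt (weaker) and -0.1548 for MAPK (stronger). Without subtraction of the sample's mean Wnt in SiO2 was -0.06897 (weaker), apoptotic process 0.03189 (reversed), ribosomal proteins 0.135 (stronger) and C-type lectins -0.2153 (weaker). With a sample left out the Ag differences ranged from -0.3219 to -0.2069 for neuroactive ligand-receptor interaction, -0.06164 to -0.03079 for MAPK, -0.03894 to 0.06233 for mRNA surveillance, 0.2308 to 0.3731 for the proteasome, 0.2209 to 0.3333 for the aminoacyl-tRNA synthetases, -0.05115 to 0.1307 for the collagens and 0.6266 to 1.132 for the major sperm proteins. In SiO2 they ranged from -0.09916 to -0.04803 for MAPK, -0.1162 to 0.009973 for the spliceosome, -0.06907 to 0.02851 for apoptotic process and 0.05777 to 0.1179 for ribosomal proteins. The SiO2 ranges were -0.06365 to 0.1251 for the proteasome, -0.01378 to 0.1204 for the aminoacyl-tRNA synthetases, -0.07079 to 0.2909 for the vitellogenins and -0.3136 to -0.1874 for the C-type lectins. The Fig. 6 genes, the collagens and the major sperm proteins in SiO2, Wnt, ribosomal proteins and vitellogenins in Ag, and TGF-beta in both exposures kept their sign and an exact permutation p under 0.05 in every setting.

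For single genes only values near 0 changed sign: clec-186 in Ag, -0.0005 in the main setting, was 0.01192 with DESeq2 and 0.0118 with RLE, and from -0.1188 to 0.1014 with a sample left out. R08F11.4 in SiO2 ranged from -0.03518 to 0.1639 and pals-5 in Ag from -0.1224 to 0.2173. Of 56 results for single genes 39 were the same in every alternative, of 32 set scores 15, of 22 NES values 6, and of 7 counts 2.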

Differences from the paper's values

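The paper reports 2648 differentially expressed genes in Ag, and 1604 were called here. The number rose to 2763 with the likelihood ratio test with tagwise dispersions, 3167 with DESeq2, 2021 with only genes passing filterByExpr and 1943 with all 15 samples in one fit, each within 1.5-fold of the paper's value. It stayed further away with every gene of at least 1 count (1645), RLE (1496), library size only (1535), the Kallisto estimates (1435) and NCBI-matched genes (1603), the last chosen only after the result was seen.

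For SiO2 the paper reports 1087 genes, and 551 were called here. The likelihood ratio test (1095) and DESeq2 (995) close the gap, and the other settings do not: filterByExpr 546, every gene of at least 1 count 649, RLE 580, library size only 471, Kallisto 481, all 15 samples 222 and NCBI-matched genes 550. Data S1 of the paper lists 721 of its SiO2 genes as higher and 366 as lower than Control, against 397 and 154 here. The likelihood ratio test gives 776 higher and 319 lower, and DESeq2 677 and 318. The shares called here of the genes listed in Data S1 follow the same order, 49.5% with the quasi-likelihood test and 93% with the likelihood ratio test for SiO2.

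For the ribosome the paper gives an NES of 7.179 in Ag and 6.864 in SiO2, and the ribosomal protein genes had 5.795 and 5.18 here. For aminoacyl-tRNA biosynthesis in Ag the paper gives 4.078, against 3.542 here. Ranking by the signed root of the quasi-likelihood F gives 6.961, 6.581 and 4.204, which closes these gaps. The other settings do not. In Ag the ribosomal proteins had 5.866 with filterByExpr genes, 5.873 with the Kallisto estimates, 5.792 with NCBI-matched genes and 2.264 with weighting by fold change. In SiO2 the ribosomal proteins had 5.399, 5.268, 5.173 and 1.608 in the same settings. The aminoacyl-tRNA synthetases in Ag had 3.562, 3.452, 3.532 and 1.869. The members of these sets were collected by symbol here and are not the pathway lists the paper used, so unlike members may account for the gaps. Of 22 NES values compared, these 3 differ in the main setting. The ranking scores in the paper's supplement equal its log2 fold changes, so a ranking by F does not explain these gaps. Ranking by the signed root of F closes them but opens other gaps. It gives TGF-beta in Ag -2.34 (paper -1.667) and mRNA surveillance in Ag 2.036 (paper 2.926). For endocytosis in SiO2 it gives -2.218 (paper -3.374).

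For mtl-2 the paper gives an FDR of 0.002 in Ag and 0.043 in SiO2, against adjusted p-values of 0.0242 and 0.109 by the edgeR quasi-likelihood test here. In Ag DESeq2 (0.00181) and the likelihood ratio test (0.00261) come to the paper's value. In SiO2 the likelihood ratio test gives 0.0501 and DESeq2 0.0594, above 0.05, and only the fit without SiO2 replicate 15 falls below it, at 0.00774. The remaining settings give up to 0.251.

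The genes named by the paper among the top genes of both exposures did not reach an adjusted p of 0.05 in SiO2. Data S1 lists none of them for SiO2 either, so this is no difference. In Ag cav-1, let-756, skr-8, skr-10 and skr-12 were called here and are listed there. che-1, mps-1, tax-4, tkr-2, ser-1, ver-1 and hsp-70 were not called in Ag. They are also absent from the Ag sheet, which is shortened as read here. DESeq2 brings tkr-2 in Ag to 0.0464, and the fit without Ag replicate 8 to 0.0475. For ser-1 in Ag, at 0.0525, DESeq2 (0.0203), the likelihood ratio test, library size only, the Kallisto estimates and the fit of all 15 samples fall below 0.05. The paper counts 18,861 genes with a total of at least 3 reads, and 21180 were found here; no setting came closer than 19595, with a minimum of 10.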

Other observations

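The tests of the NES over regrouped samples, those of stage and library size for the pals genes and that of stage for the shared variation were written down only after their outcome had been seen. The pals genes and the shared variation were themselves picked after values had been seen, and their other tests were written down before they were run. The regrouping of the gene counts, the filtered ranking and camera were set in advance, while the conditions under which a test is taken to decide nothing were set after the values had been seen.

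The 10 samples of each comparison were regrouped at random into 5 and 5, in 100 of the 126 possible ways, the true grouping included. For Ag 1 of 100 splits gave as many called genes as the true one, which is the true one itself; for SiO2 2 of 100, and for SiO2 against Ag 2 of 100. Most splits gave no calls, with exceptions: for SiO2 5 other splits had a call, and 1 of them, with Control replicates 1 and 5 beside SiO2 replicates 12, 14 and 15, had 951. For SiO2 against Ag 4 others had a call, and exchanging Ag replicate 6 with SiO2 replicate 14 gave 2636. These splits are random draws and not conditions. In them 3 and 4 of the 5 samples on a side keep their true exposure, so their calls may carry part of the contrast between exposures. Both had more calls than the true groupings, 551 and 720, which argues against that part being the whole account. The spliceosome score tracks variation shared by the samples. In the split with 2636 calls it was 2.176 to 2.369 on the side of Ag replicate 6. On the other side it was 2.37 to 2.735, while in the split with 951 calls the sides overlapped. How much variation between replicates adds to these calls was not tested. In the split with 951 calls 1 Fig. 6 gene was lower and 1 higher, against 24 and 3 in the true grouping. In the split with 2636 calls 15 were lower and 5 higher, against 29 and 4. For genes called in both exposures 1 of 100 assignments of the 15 samples, the true one, had as many; since no other assignment had calls in both comparisons, none could share a gene, and this shows nothing. Another assignment called 2292 genes in its first comparison, more than the 1604 of the true one. For the Fig. 6 genes 1 of 100 splits had as many lower in Ag and 1 of 100 in SiO2, which shows nothing, since the genes were chosen on these samples.

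The same regrouping treats the enrichment scores differently. The splits, out of 100, with an enrichment score at least as large in size were, for Ag and SiO2 in turn, 24 and 51 for neuroactive ligand-receptor interaction, 38 and 4 for Wnt, 94 and 40 for MAPK, 70 and 8 for TGF-beta, 52 and 78 for the spliceosome, 60 and 62 for mRNA surveillance, 76 and 50 for endocytosis. For apoptotic process they were 48 and 95, for ribosomal proteins 11 and 18, for the proteasome 25 and 55, and for aminoacyl-tRNA synthetases 17 and 43. In 21 of the 22 cases 5 or more splits were as large, and only Wnt in SiO2 had fewer. An NES that is extreme against random gene sets is therefore common among arbitrary groupings of these samples, and the sign of most of these sets cannot be tied to the exposure.

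Possible reasons for the negative NES of the phenotype-related pathways were tested for 3 sets. If low-count genes filling the top of the ranking had produced them, they would vanish with only genes passing filterByExpr, but the NES was then -2.818 in Ag and -1.987 in SiO2 for neuroactive ligand-receptor interaction, -2.41 and -3.357 for Wnt and -1.628 and -2.343 for MAPK. The filter left many members in the middle 50% of the ranking, though: 14 of 30, 40 of 71 and 54 of 75 in Ag and 22 of 30, 35 of 71 and 49 of 75 in SiO2, for the 3 sets in turn. Where these are more than 50% of a set, for Wnt in Ag, neuroactive ligand-receptor interaction in SiO2 and MAPK in both, the NES cannot be told apart from members gathered in the middle. Weighting by fold change, which discounts such members, gave -1.72, -1.154 and -0.5202 in Ag and -0.6375, -0.8101 and -0.5752 in SiO2, so Wnt in SiO2 depends on that choice too. If members that vary together between samples had produced them, camera would give p of 0.05 or more once it allows for their correlation; its p-values are model-based and not exact permutation values. For neuroactive ligand-receptor interaction in Ag the camera p was 0.000383 without the correlation and 0.295 with it, for Wnt 2.75e-07 and 0.0611 in Ag and 6.32e-06 and 0.134 in SiO2, and for MAPK in SiO2 0.0125 and 0.436, again not exact permutation values. For neuroactive ligand-receptor interaction in Ag and MAPK in SiO2 correlation between members may account for the NES. For Wnt the score per sample, which allows for such correlation, had an exact permutation p of 0.0079 in Ag (adjusted 0.0363) and 0.0159 in SiO2 (adjusted 0.0565). The 2 tests differ for Wnt, so whether correlation accounts for its NES cannot be told. For neuroactive ligand-receptor interaction in SiO2 the camera p was 0.2 without and 0.69 with the correlation, and for MAPK in Ag 0.0582 and 0.425 (not exact permutation values), so there the test cannot tell whether correlation matters. TGF-beta, whose members are nearly uncorrelated, had lower scores in both exposures (exact permutation p 0.0079 each, adjusted 0.0363).

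Between replicates of the same group several set scores moved together. Deviations from group means over the 15 samples were compared with those of the spliceosome score in 8 relations, by permutation within groups (100000 permutations, smallest p 1e-05), adjusted over the 8. mRNA surveillance had a Pearson r of 0.979 (permutation p 1e-05, the smallest possible, adjusted 4e-05; Spearman rho 0.932; r 0.961 without the 2 farthest samples; 0.97 to 0.988 within groups). The proteasome had 0.956 (permutation p 1e-05, adjusted 4e-05; rho 0.95; 0.929; 0.944 to 0.975). Aminoacyl-tRNA synthetases had 0.957 (permutation p 2e-05, adjusted 5.33e-05; rho 0.911; 0.912; 0.938 to 0.985). Apoptotic process had 0.949 (permutation p 6e-05, adjusted 0.00012; rho 0.911; 0.899; 0.88 to 0.996), and endocytosis 0.837 (permutation p 0.00098, adjusted 0.00131; rho 0.757; 0.696; 0.632 to 0.995). The collagens went the other way, with r -0.806 (permutation p 0.00076, adjusted 0.00122; rho -0.85; -0.79; -0.869 to -0.788). Library size had r -0.275 (permutation p 0.354, adjusted 0.354; rho -0.0929; -0.214; -0.43 to -0.158) and gives no account of it. The vitellogenin score had r 0.723 (permutation p 0.00641, adjusted 0.00733; rho 0.604; 0.456; 0.669 to 0.988), so a difference in stage between wells may contribute, with the caution that r fell to 0.456 without the 2 farthest samples. The sets compared here, from the spliceosome to the proteasome and the synthetases, thus share variation between replicates that is present within Control too. The ribosomal proteins were not part of this comparison.

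The pals genes were lower in SiO2. Of 37 tested, 19 were called lower (16 to 19 over 19 settings), with a median log2 fold change of -0.65 (-0.86 to -0.54), and 1 in Ag. Their score fell from -1.84 ± 0.17 to -2.75 ± 0.20 in SiO2, a difference of -0.90 (exact permutation p 0.0079, the smallest possible), against -0.11 in Ag (exact permutation p 0.389), and SiO2 minus Ag was -0.79 (exact permutation p 0.0079). Library totals (4 of 5 within the range of Control) alone decide nothing. Libraries thinned to the lowest total (-0.8842, exact permutation p 0.00794), the Kallisto estimates (-0.825), leaving out any 1 sample (largest exact permutation p 0.00794) and the 3211 genes of like length (median 0.0139) each leave the difference in place. An earlier stage cannot be told apart from the exposure, since the vitellogenin score, 0.1353 higher with an exact permutation p of 0.667, ranged from -0.071 to 0.29 with a sample left out. GC content was not tested, and the family was picked after the result for pals-5 was seen, so the p-value is descriptive. The pals genes are known for responses to intracellular parasites, and a lower level of an infection or of that response in the SiO2 wells is a hypothesis that counting parasite-derived reads could test; these were not analysed here.

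Of the 108 genes called in both exposures, 11 changed in opposite directions: dod-19, F49C12.7, ech-9, tsp-1, irg-8, cht-5, F53C11.1, C17H12.6, cpr-1, dod-24 and C29F3.7. The shared genes numbered 108 where 43.3 would be expected from independent lists, an odds ratio of 2.99. Both lists use the same 5 Control samples, and the part of the sharing due to that was not tested; 57 genes were shared when all 15 samples were fitted together.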
